# Comparative transcriptome analysis of inner blood-retinal barrier and blood–brain barrier in rats

**DOI:** 10.1038/s41598-021-91584-7

**Published:** 2021-06-09

**Authors:** Y. Li, A. Faiz, H. Moshage, R. Schubert, L. Schilling, J. A. Kamps

**Keywords:** Gene expression, Molecular medicine

## Abstract

Although retinal microvessels (RMVs) and brain microvessels (BMVs) are closely related in their developmental and share similar blood-neural barriers, studies have reported markedly different responses to stressors such as diabetes. Therefore, we hypothesized that RMVs and BMVs will display substantial differences in gene expression levels even though they are of the same embryological origin. In this study, both RMVs and BMVs were mechanically isolated from rats. Full retinal and brain tissue samples (RT, BT) were collected for comparisons. Total RNA extracted from these four groups were processed on Affymetrix rat 2.0 microarray Chips. The transcriptional profiles of these tissues were then analyzed. In the present paper we looked at differentially expressed genes (DEGs) in RMVs (against RT) and BMVs (against BT) using a rather conservative threshold value of ≥  ± twofold change and a false discovery rate corrected for multiple comparisons (*p* < 0.05). In RMVs a total of 1559 DEGs were found, of which 1004 genes were higher expressed in RMVs than in RT. Moreover, 4244 DEGs between BMVs and BT were identified, of which 1956 genes were ≥ twofold enriched in BMVs. Using these DEGs, we comprehensively analyzed the actual expression levels and highlighted their involvement in critical functional structures in RMVs and BMVs, such as junctional complex, transporters and signaling pathways. Our work provides for the first time the transcriptional profiles of rat RMVs and BMVs. These results may help to understand why retina and brain microvasculature show different susceptibilities to stressors, and they might even provide new insight for pharmacological interventions.

## Introduction

Organ function heavily depends on sufficient nutrient supply and waste removal occurring at the level of the microcirculation, basically the capillaries. Hence, the pathways of transendothelial solute exchange largely characterize the microcirculation in a given organ. The most complex design of microvessels (MVs) is present in the brain and in the retina, the latter derived from midbrain structures at an early stage of ontogenetic development. In these organs, highly specialized barriers termed blood–brain barrier (BBB) and inner blood-retina barrier (iBRB) separate the intra- and extravascular spaces. The most intriguing features of these barriers include (1) tight intercellular junctions to effectively prevent paracellular exchange of hydrophilic compounds, (2) a paucity of vesicular activity to minimize unselective transport, and (3) expression of a wide bunch of ion channels and transport systems including ATPases, symporters and antiporters, and carriers to enable selective transendothelial movement of solutes (for recent reviews, see Abbott et al.^1^ and Diaz-Coranguez and coworkers^2^).

Despite the close ontogenetic relationship between brain and retina and the common vascular supply there are remarkable differences between the retina MV (RMV) and brain MV (BMV) compartments, for instance in the response to systemic challenges such as chronic hyperglycemia in diabetes, arterial hypertension, and in the retinopathy of prematurity model with early postnatal hypoxia-hyperoxia challenges^3–5^. In each of these conditions, the RMVs are much more prone to failure than the BMVs, and subsequently, organ function is more seriously impaired in the retina than in the brain. Moreover, there is evidence to suggest that the retina and brain microcirculation may behave differently even under physiological conditions. This is exemplified by significantly different activity levels of the p-glycoprotein transporter (gene symbol, ABCB1), a member of the ATP-binding cassette (ABC) efflux transporter family^6^ and of high and low affinity neurotransmitter / organic acid transporters^7^. Furthermore, indirect evidence comes from studies addressing the level of expression/activity in isolated MVs or purified endothelial cells compared with the respective full tissue^8–13^.

Although the BBB and iBRB are prominent features of the RMV and BMV endothelial cells, the microvascular structure and function in the retina and brain require close interaction with the second type of mural cells, the pericytes^14^. Pericytes surround the abluminal side of the capillary wall and contribute to microvascular development, network stabilization and remodeling, and blood flow regulation^15–17^. In fact, the ratio of endothelial cells to pericytes is suspiciously high in the retina and brain^13^, pointing to their prominent role in RMVs and BMVs physiology within the neurovascular unit^14^. Therefore, to fully characterize the blood-neuronal barrier properties, isolated RMVs and BMVs consisting of endothelial cells and pericytes are in many respects superior to the use of individual cell types such as isolated endothelial cells or pericytes. Therefore, we have previously developed a method, which allows high yield high purity isolation of the microvascular compartment from rat brain and retina. We characterized these isolates histologically and by semi-quantitative real time polymerase chain reaction (qRT-PCR) methodology which showed significant enrichment of markers of microvascular-specific cells and a distinct depletion of parenchymal cell markers (covering neuronal, astrocytic, and photoreceptor cells) compared to full tissues^13^. Based on these results we have now performed a transcriptome-wide analysis to systematically compare RMVs and BMVs obtained from the same group of rats. We hypothesize that these two types of MVs will display substantial differences in gene expression levels even though they are of the same embryological origin. This heterogeneity at the transcriptome level may translate into differences in physiological responses, and it may also play a role in the differential susceptibility of the iBRB and BBB to stressors like high blood glucose.

## Results

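RMVs and BMVs were isolated mechanically from 6 male Wistar rats aged 12 weeks, and full RT and BT served for comparison. RNA of each sample was amplified and hybridized to an Affymetrix Rat Gene 2.0 ST array of its own, which gave 6 arrays per group and 24 in all. The authors normalized the arrays with the Affymetrix Expression Console Software (version 4.0) and transformed the signals to log2. These deposited log2 values were used here without a further normalization. Of 36685 transcript clusters on the array, 18511 carried a single gene symbol in the annotation used here, 575 carried several and 17599 carried none. For each gene the cluster with the highest mean signal over all 24 arrays was kept, which left 18166 named genes. The median signal of an array lay between 6.76 and 6.83 in RMVs (group median 6.81), between 6.10 and 6.22 in RT (6.17), between 6.48 and 6.55 in BMVs (6.50), and between 5.81 and 5.95 in BT (5.91). All 4 groups entered a single limma model, and a gene counted as differentially expressed at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. On the deposited scale the median of all genes was 0.33 higher in RMVs than in RT and 0.30 higher in BMVs than in BT (log2), and after quantile normalization of the 24 arrays both medians were at -0.15. For this reason the medians of gene lists are given relative to the median of all genes, and the counts with quantile normalization stand beside the main ones. The number of arrays limits the precision of each value.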

A total of 20,743 genes were measured using Affymetrix rat 2.0 microarrays for transcriptome analysis of RMVs and BMVs and full retina tissue (RT) and brain tissue (BT). 

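Abundant transcripts set the microvessels apart from the tissues, and the retina apart from the brain. The signal of Adgrf5, an adhesion receptor of endothelial cells, was 12.12 ± 0.21 in RMVs and 12.61 ± 0.05 in BMVs but 7.53 ± 0.15 in RT and 8.76 ± 0.12 in BT (log2, mean ± SD, n = 6 arrays each). Gnat1, the transducin subunit of rod photoreceptors, stood at 13.87 ± 0.11 in RMVs and 14.03 ± 0.05 in RT, against 4.52 ± 0.37 in BMVs and 4.17 ± 0.12 in BT (SD, n = 6). Gabra5, a GABA receptor subunit of brain neurons, reached 10.57 ± 0.20 in BT and 5.28 ± 0.34 in RT (SD, n = 6). Over all 18166 genes the mean Euclidean distance between arrays was 153 between BMVs and BT, 133 between RT and BT, 108 between RMVs and RT, and 107 between RMVs and BMVs. Within groups the mean distance was 33.6 to 36.9. The closest pair of an RMV and a BMV array lay 97.6 apart, and the farthest pair within any group 40.2. Average linkage of all arrays placed the microvessels apart from the tissues at 2 clusters, separated RT from BT at 3, and gave the 4 groups at 4. The split at 2 clusters rests on a small margin, as the distances of RMVs to BMVs (97.6 to 116) and to RT (97.8 to 119) overlapped. Distances and clusters were computed on the deposited scale alone, where microvessel arrays have the higher medians, and the part of this shift in them was not tested.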

The gene expression data were at first analyzed by principal components analysis (PCA) which revealed 4 clusters with wide separation of RT and BT samples and somewhat less but still clear distinction of the RMVs and BMVs samples (Fig. 1). 

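The first principal component of the 18166 genes, each centred on its mean, separated microvessels from tissue on the deposited scale, and the components were not computed after quantile normalization. Its scores were 44.6 ± 5.82 in RMVs, 72.4 ± 3.07 in BMVs, -43.0 ± 2.33 in RT and -74.0 ± 1.29 in BT (mean ± SD, n = 6 arrays). The second component separated retina from brain, with scores of -40.5 ± 4.53 in RMVs and -63.2 ± 1.62 in RT, against 46.1 ± 1.66 in BMVs and 57.6 ± 1.11 in BT (SD, n = 6). The first component held 49.6% of the variance, the second 37.7% and the third 5.83%. Without centring of the genes, a choice that the paper's text does not name, the first component held 99.3% and the second 0.336%.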

The principal components 1 and 2 accounted for 95% and 3% of the variations, respectively, showing a high degree of homogeneity within the different tissue samples.

**Figure 1:**
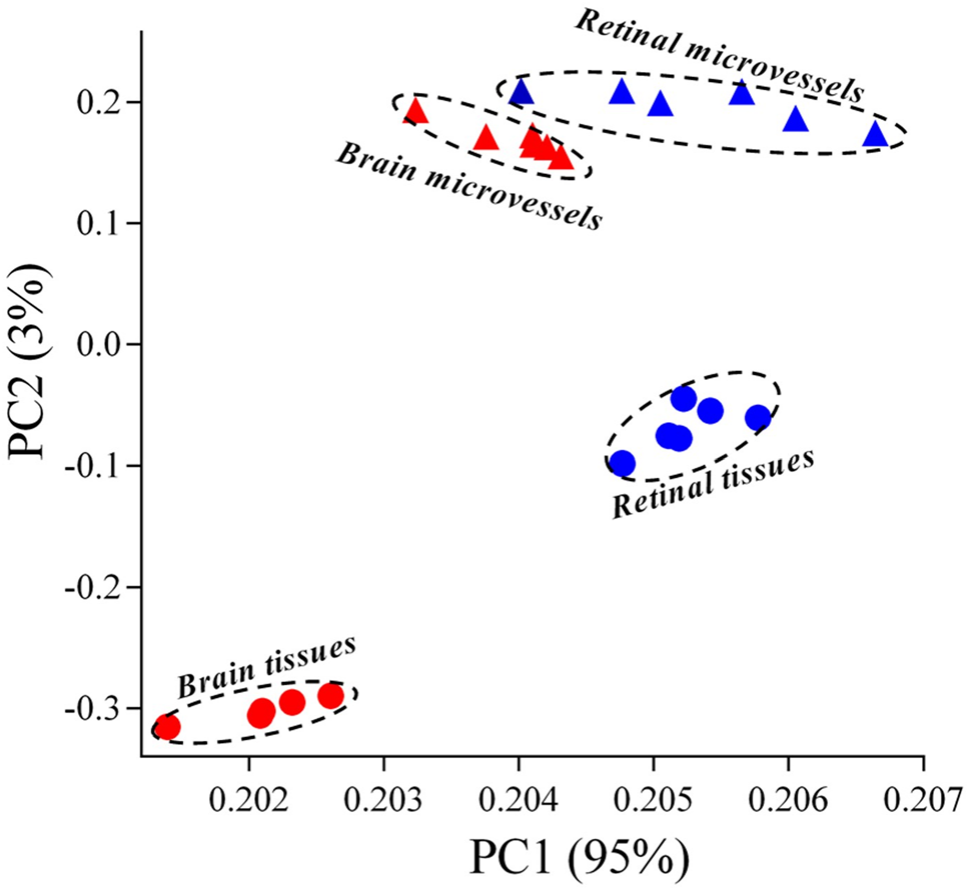
Principal component analysis (PCA) performed on whole transcriptome genes identified from RMVs, BMVs, RT and BT of rats. The first component (PC1) with a variance of 95% is on the X-axis and the second component (PC2) with a variance of 3% is on the Y-axis. Each dot represents one tissue sample. RMVs, retinal microvessels; BMVs, brain microvessels; RT, retinal tissue; BT, brain tissue.

### Overall transcriptional comparison between RMVs and RT

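The proteoglycan gene Bgn had the largest excess in RMVs over RT, with a log2 fold change of 4.95 (standard error 0.107, adjusted p = 5.91e-23 from limma), which is 30.9-fold, with signals of 11.54 ± 0.20 in RMVs and 6.59 ± 0.27 in RT (SD, n = 6). The purine receptor gene P2ry14 followed with 4.90 and Mgp, an inhibitor of calcification made by vascular cells, with 4.78. The death ligand Tnfsf10, the interferon-induced Ifitm2, the potassium channel subunit Kcnmb1 of smooth muscle, the lectin Lgals9, Adgrf5, the Wnt effector Lef1 and the olfactory receptor gene Or51e1 lay between 4.49 and 4.76. Across all genes, 1873 were higher and 172 lower in RMVs than in RT, so that 91.6% of the differentially expressed genes were higher. With quantile normalization the counts were 933 and 917, or 50.4% higher, and these held all 172 of the lower genes of the deposited scale. Of 1343 olfactory and vomeronasal receptor genes, which serve odor and pheromone sensing, 103 were among the higher genes on the deposited scale and 6 with quantile normalization.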

In the transcriptional comparison between RMVs and RT we identified 1,559 differentially expressed genes (DEGs, defined by fold change [FC] ≥  ± 2.0 and false discovery rate [FDR] adjusted p < 0.05), of which 1,004 genes were higher expressed, while 555 genes were lower expressed in RMVs than in RT (Fig. 2A). 

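The imprinted gene Ndn, expressed in postmitotic neurons, had the largest deficit in RMVs against RT, with a fall of 1.65 on the log2 scale (standard error 0.0752, adjusted p = 1.99e-16 from limma), and its signal was 7.74 ± 0.08 against 9.39 ± 0.13 (SD, n = 6). The GABA receptor subunit Gabra3 changed by -1.62, the neurofilament gene Nefl by -1.61, the cystine transporter gene Slc7a11 by -1.60, and the fatty acid elongase gene Elovl2 by -1.58. Slc24a1, the sodium-calcium-potassium exchanger of rods, the serotonin receptor gene Htr2c, the potassium channel gene Kcnc2, Tma7 and Nup62cl lay between -1.58 and -1.55. Of the 2045 genes past both thresholds, 2018 had all 6 arrays of either group above all 6 of the other, which describes genes chosen on the same arrays.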

Hierarchical cluster analysis of the 1,004 genes significantly enriched in the RMVs showed a clear separation between the groups (Fig. 2B). To investigate the functional classifications of those RMVs enriched genes, gene ontology (GO) biological process categories were analyzed. 

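Gene groups of blood vessels were higher in RMVs than in RT. All 25 measured genes of the endothelial cell list rose (25 adjusted over the list alone), from 1.43 for the gene with the smallest change to 4.57 for Lef1, and their median lay 3.28 above that of all genes on the log2 scale. The list holds genes of the paper's tables, which were chosen on these samples, and the 17 others rose as well. Of 15 genes of Wnt and norrin signaling, the pathway that builds the retinal vasculature, 9 rose (9 adjusted over the list alone), among them the norrin receptor gene Fzd4 with 2.35, its co-receptor genes Lrp5 with 1.56 and Tspan12 with 1.49, and the endothelial transcription factor gene Sox17 with 2.75. The ligand gene Ndp itself did not pass the threshold, at -0.56. Of 9 genes of VEGF signaling, 5 rose (5 adjusted over the list alone), led by the receptor gene Flt1 with 3.43. The arterial endothelium list had 8 of 10 genes higher and the venous list 3 of 5 (8 and 3 adjusted over the list alone). In limma's camera test with a preset correlation of 0.01 the adjusted p was 8.05e-16 for endothelial cell, 0.00071 for Wnt and norrin, 0.008 for VEGF, 0.00012 for arterial and 0.105 for venous genes, and the venous list passed with quantile normalization (0.0124), with centring on the reference genes (0.000721) and the array median (0.00373) and without genes below the median signal (0.0232). The adjusted p = 0.0654 with an estimated correlation for the endothelial, the VEGF and the arterial list, and 0.116 for Wnt and norrin.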

The top 15 GO biological processes ranked by enrichment score (Fig. 2C) represent mainly vasculature-related biological processes including “retina vasculature morphogenesis” and “retina vasculature development”. Further investigation of the enriched pathways employing the PANTHER database identified 13 pathways showing a ≥ twofold enrichment in RMVs. 

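The lists of Notch, Toll receptor and integrin signaling lay higher in RMVs than in RT relative to all genes, while the medians of the Notch and Toll lists themselves turned slightly negative with centring on the reference genes. Of 25 measured Notch genes, 12 rose (12 adjusted over the list alone), with log2 fold changes of 3.66 for the mural cell receptor gene Notch3, 3.26 for the endothelial ligand gene Dll4 and 2.20 for Notch1. Notch2 did not pass the threshold at 0.09. The list holds 4 genes of the paper's Table 5, and without them 8 of 21 rose. Of 30 genes of Toll receptor signaling, 14 rose (14 adjusted over the list alone), with 2.26 for Tlr6, 1.97 for the transcription factor gene Irf7 and 1.89 for the kinase gene Irak4. Among 24 integrin genes 12 rose (12 adjusted over the list alone), led by the collagen receptor gene Itga1 with 3.38. The medians of the lists lay 0.59, 0.60 and 0.62 above that of all genes. Camera gave an adjusted p of 7.16e-05 for Notch, 0.000247 for Toll and 0.000196 for integrin genes. With an estimated correlation the adjusted p = 0.0794 for Notch, 0.0511 for Toll and 0.103 for integrin genes. Markers of microglia, which also express Toll receptors, moved the other way relative to all genes, with a median of -0.42 and each of the 14 measured within the thresholds (camera, adjusted p = 0.0385, and adjusted p = 0.282 with an estimated correlation). The microglia call was also lost with centring on the reference genes (0.0981) and the array median (0.0653). Without genes below the first quartile or the median of signal it was lost as well (0.103 and 0.334). Markers of perivascular macrophages moved with the Toll list, with 2 of 7 higher and a median 0.46 above that of all genes (adjusted p = 0.0407, but 0.129 with an estimated correlation, 0.0649 with quantile normalization and 0.0502 with the replicate block), and 4 of 11 leukocyte markers were higher (adjusted p = 0.0834).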

Again, many of these pathways related to microvasculature features e.g., “Notch signaling pathway”, “Toll receptor signaling pathway” and “Angiogenesis” (Fig. 2D).

**Figure 2:**
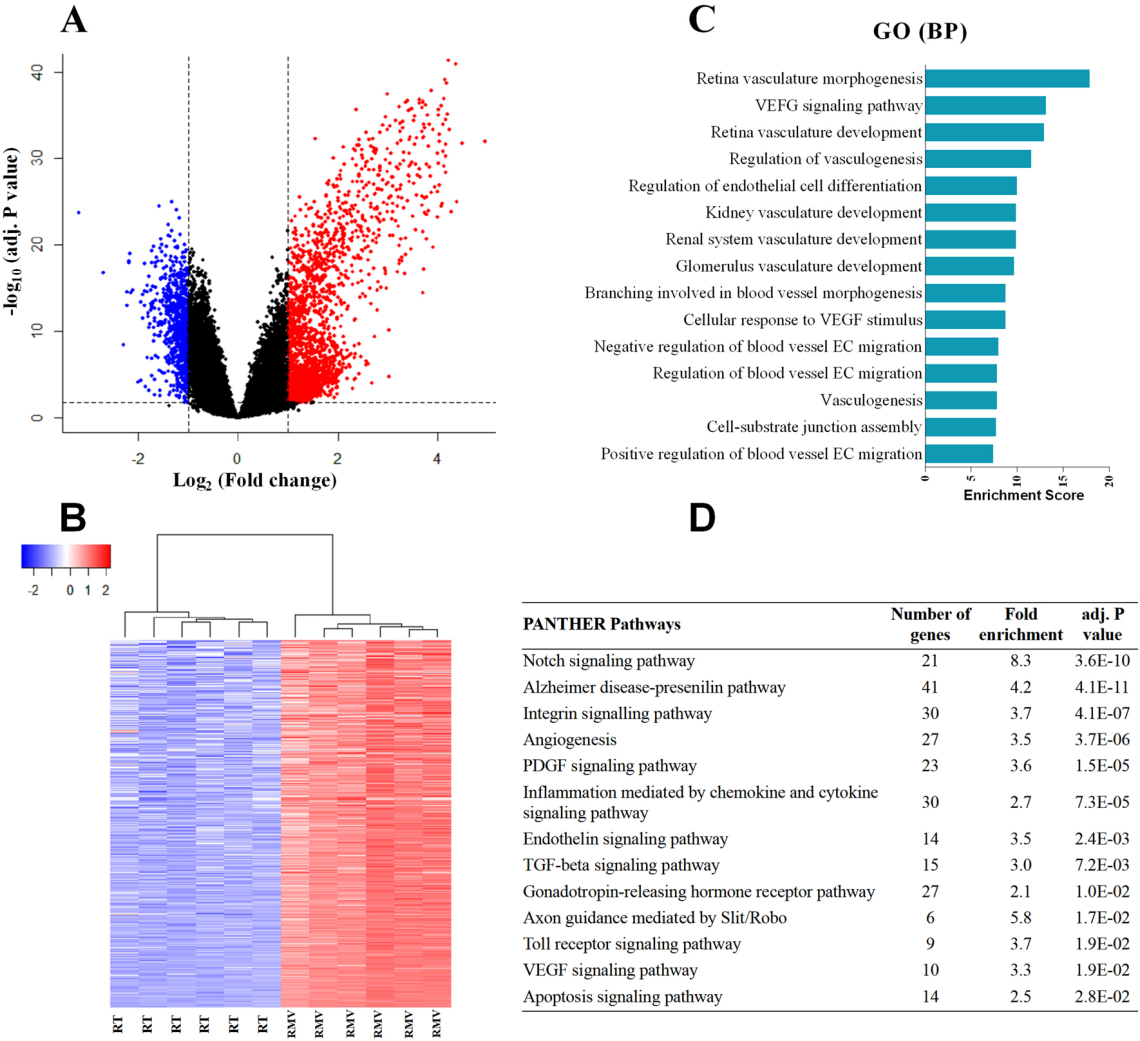
Gene expression comparison between retinal microvessels (RMVs) and retinal tissue (RT) in rats (n = 6). **(A)** Volcano plot for the RMVs versus RT whole transcriptomes. The red dots indicate the genes that are significantly higher expressed (fold change [FC] ≥ 2.0 and adjusted p < 0.05) in RMVs compared to RT, while blue dots indicate the lower expressed genes (FC < -2.0 and adjusted p < 0.05). **(B)** Hierarchical cluster analysis for genes that are significantly enriched (FC > 2.0 and adjusted p < 0.05) in RMVs. **(C,D)** Top 15 gene ontology (GO) biological processes (BP) and top 12 PANTHER pathways identified from the RMVs enriched genes. All the biological processes shown are ranked by enrichment score with a Bonferroni adjusted p < 0.05.

### Overall transcriptional comparison between BMVs and BT

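The matrix gene Mgp had the largest excess in BMVs over BT, with a log2 fold change of 5.27 (standard error 0.151, adjusted p = 2.58e-21 from limma), which is 38.6-fold. Kcnmb1 followed with 5.25 and Or51e1 with 5.20. The matrix genes Aspn and Lum had 4.97 and 4.72, the oncostatin M receptor gene Osmr 4.87, the scramblase gene Plscr2 4.86, von Willebrand factor 4.76, Lgals9 4.74 and Ctla2a 4.72. In all, 2969 genes were higher and 1903 lower in BMVs than in BT, which makes 60.9% higher. With quantile normalization 1800 were higher and 2444 lower, or 42.4% higher, and these held 1784 of the higher and 1848 of the lower genes. Marker genes of fibroblasts of the vessel surface and the meninges moved with this group: 14 of 15 rose (14 adjusted over the list alone), with a median 2.95 above that of all genes.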

Transcriptional comparison between BMVs and BT revealed 4,244 DEGs with 1956 genes higher and 2,288 genes lower expressed in BMVs than in BT (Fig. 3A). 

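The serotonin receptor gene Htr2c had the largest loss in BMVs and changed by -4.32 on the log2 scale (standard error 0.168, adjusted p = 1.43e-18 from limma), with signals of 5.31 ± 0.42 in BMVs and 9.63 ± 0.31 in BT (SD, n = 6). The synaptic fusion gene Napb changed by -4.03, Fgf14, which binds sodium channels, by -3.77, Cntnap5b by -3.71, and Dpp10, a partner of potassium channels, by -3.61. Lamp5, Olfm3, Gabra5, the granin gene Chgb and Kcnc2 lay between -3.60 and -3.53. Of 4872 genes past both thresholds, 4854 showed no overlap between the arrays of the groups.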

Hierarchical cluster analysis of the 1,956 genes significantly enriched in the BMVs showed clear separation between the groups (Fig. 3B). 

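The vascular gene groups were higher in BMVs as well. Each of the 25 endothelial genes rose (25 adjusted over the list alone), with a median 3.73 above that of all genes on the log2 scale. Of the 15 Wnt and norrin genes 11 rose (11 adjusted over the list alone), with 4.34 for Lef1, 4.12 for Sox17 and 4.03 for Apcdd1. The angiogenic factor gene Pgf had 3.77 and Flt1 3.68 among 5 of 9 VEGF genes that rose (5 adjusted over the list alone). The arterial list had 8 of 10 genes higher, with 3.36 for the kinase gene Bmx, and the venous list 3 of 5, with 4.11 for the interleukin receptor gene Il1r1 (8 and 3 adjusted over the list alone). Camera's adjusted p was 3.43e-11 for endothelial, 0.00159 for Wnt and norrin, 0.0288 for VEGF, 0.000196 for arterial and 0.0991 for venous genes, against an adjusted p = 0.0684, 0.115, 0.0772, 0.0673 and 0.252 with an estimated correlation. The venous list passed with quantile normalization (0.0355) and with centring on the reference genes (0.0181) and the array median (0.0177). In the test of the difference between the retinal and the brain enrichment, arterial genes were less enriched in RMVs, with a median of -0.70 (adjusted p = 0.0117, and adjusted p = 0.266 with an estimated correlation), and the median of the 6 arterial genes outside the paper's tables was 0.00347.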

Similar to the findings in RMVs, functional GO-based classification of the BMVs enriched genes contained many vasculature-related categories among the top 15 hits ranked by enrichment score (Fig. 3C), although the categories differed somewhat from those in RMVs. In contrast, applying the PANTHER database analysis onto BMVs (Fig. 3D) revealed a considerable agreement of vasculature-related enriched pathways with RMVs as reflected by “Notch signaling pathway”, “Toll receptor signaling pathway” and “Angiogenesis” also being among the most highly ranked.

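In BMVs 16 of 25 Notch genes rose (16 adjusted over the list alone), with log2 fold changes of 4.24 for Notch3, 4.09 for Dll4, 3.26 for the Notch glycosyltransferase gene Mfng, 3.14 for Jag1 and 3.04 for Jag2. Of 30 Toll receptor signaling genes 20 rose (20 adjusted over the list alone), with 3.41 for the NF-kB inhibitor gene Nfkbia, 2.89 for Irf7 and 2.53 for Tlr6. Of 24 integrin genes 17 rose (17 adjusted over the list alone), with 4.50 for Itga1, and Itgb8, an integrin subunit of astrocytes, changed by -2.41. The medians of the 3 lists lay 1.25, 1.19 and 1.16 above that of all genes. Camera gave an adjusted p of 3.12e-06 for Notch, 0.000128 for Toll and 0.000104 for integrin genes. With an estimated correlation the adjusted p = 0.0673 for Notch and 0.0772 for integrin genes, and the Toll list stayed past the threshold with 0.033. Markers of perivascular macrophages moved with these genes in BMVs: all 7 rose (7 adjusted over the list alone), with 3.63 for the scavenger receptor gene Stab1 and 3.44 for Mrc1.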

**Figure 3:**
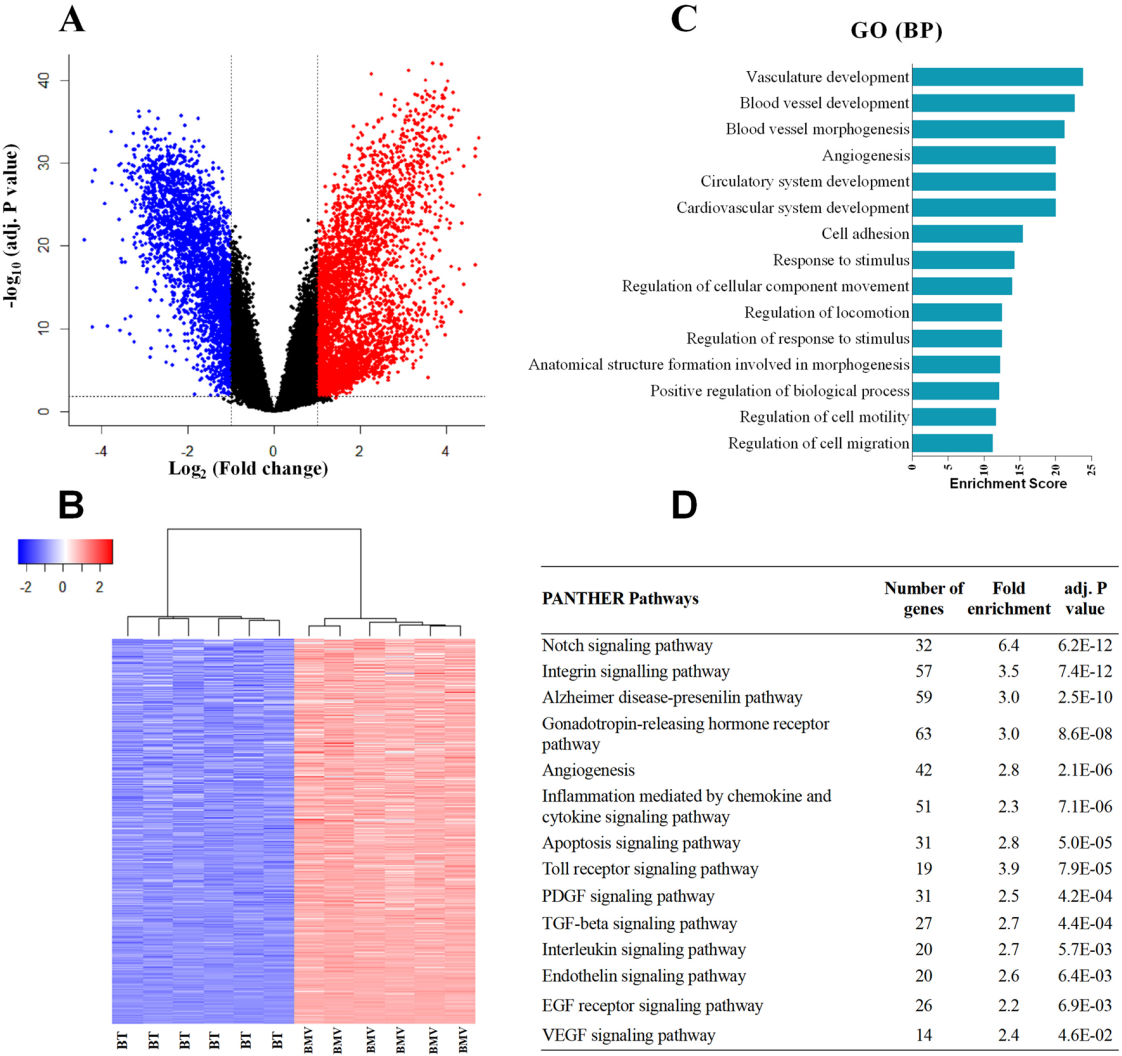
Gene expression comparison between brain microvessels (BMVs) and brain tissue (BT) in rats (n = 6). **(A)** Volcano plot for the BMVs versus BT whole transcriptomes. The red dots indicate the genes that are significantly higher expressed (fold change [FC] ≥ 2.0 and adjusted p < 0.05) in BMVs compared to BT, while blue dots indicate the lower expressed genes (FC ≤ -2.0 and adjusted p < 0.05) in BMVs. **(B)** Hierarchical cluster analysis for genes that are significantly enriched (FC > 2.0 and adjusted p < 0.05) in BMVs. **(C,D)** Top 15 gene ontology (GO) biological processes (BP) and 12 PANTHER pathways identified from the BMVs enriched genes. All the biological processes shown are ranked by enrichment score with a Bonferroni adjusted p < 0.05.

### Validation of target genes showing significant enrichment in RMVs and BMVs

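On the arrays the 5 transporter and connexin targets and the pericyte receptor Pdgfrb were each higher in microvessels of both origins, while the reference genes differed in their behavior. Slc38a5, a glutamine transporter, had a log2 fold change of 3.81 in RMVs over RT and 4.53 in BMVs over BT (standard error 0.129 each). The cationic amino acid transporter gene Slc7a1 had 3.51 and 3.27 (standard error 0.144), and the exporter gene Abcc4 2.82 and 3.97 (standard error 0.109). Pdgfrb had 3.52 and 3.58 (standard error 0.0946). The smallest enrichment in RMVs was that of Gja5 (Cx40) with 1.16, against 2.88 in BMVs, and the glucose transporter gene Slc2a1 had 1.88 and 2.47. Of the reference genes, B2m, the light chain of MHC class I, was 2.28 higher in RMVs than in RT (adjusted p = 7.59e-19 from limma) and 2.01 higher in BMVs than in BT. Actb was 0.98 and 0.39 higher, and Hprt1, an enzyme of purine salvage, had -0.48 and -0.60. Gapdh was not analysed here.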

For validation of the microarray data qRT-PCR measurements were performed for 6 target genes and 4 reference genes (listed in Table 1). The factors of enrichment in RMVs and BMVs over the respective tissue samples (expressed as log_2_ fold values) displayed a significant agreement of the data obtained by microarray and qRT-PCR (Pearson correlation: r = 0.644, n = 12, p = 0.02) (Fig. 4B). Moreover, enrichment of 5 endothelial cell marker genes (endothelial nitric oxide synthetase [NOS3], TEK tyrosin-kinase [Tie2], von Willebrand factor [vWF], claudin 5 [Cld5], solute carrier (SLC) 2,1a [Slc2a1, previously termed Glut-1]) and 3 pericyte markers (platelet-derived growth factor receptor, beta polypeptide [PDGFRb], chondroitin sulfate proteoglycan 4 [CSPG4], and regulator of G-protein signaling 5 [RGS5]) taken from our previous study^13^ also displayed a significant correlation with the respective microarray data (Spearman rank test: r = 0.597, n = 16, p < 0.02). These observations strongly suggest good suitability and reliability of our microarray data for comparative gene expression analysis in the microvascular compartments.

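Endothelial and pericyte markers were enriched in both microvessel groups. Of the endothelial markers, the Tie2 gene Tek rose 18.4-fold in RMVs and 17.8-fold in BMVs, Vwf 21.6-fold and 27.1-fold, Cldn5 15.8-fold and 8.83-fold, and Nos3 12.2-fold and 15.0-fold. Slc2a1 rose least, 3.68-fold and 5.55-fold. Of the pericyte markers, Rgs5, a regulator of G protein signaling, rose 15.2-fold and 10.8-fold, and the proteoglycan gene Cspg4 6.61-fold and 5.33-fold. The highest adjusted p among these genes and Pdgfrb was 5.33e-17 (Cspg4 in BMVs, limma, n = 6). Of 14 genes in a longer list of pericyte markers, 12 rose in RMVs and 14 in BMVs (12 and 14 adjusted over the list alone), with medians 3.18 and 3.26 above that of all genes (camera, adjusted p = 6.8e-08 and 5.55e-07, and adjusted p = 0.0666 and 0.0673 with an estimated correlation). Atp13a5 and Cox4i2 did not pass the threshold in RMVs, with log2 fold changes of 0.69 and 0.20, and had 3.41 and 3.52 in BMVs. Of 10 smooth muscle genes 8 rose in RMVs and 10 in BMVs (8 and 10 adjusted over the list alone), led by Tagln with 4.16 and by the desmin gene Des with 4.69. Camera gave an adjusted p of 0.00012 and 8.32e-05 for them, and an adjusted p = 0.129 and 0.115 with an estimated correlation.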

**Table 1:** Features of the assays used for semiquantitative real time polymerase chain reaction (qRT-PCR) for validation and conformation of microarray measurements.

	Gene symbol	Accession number	Assay ID	Assay location	Amplicon length
*Reference genes*					
Rattus norvegicus beta-2 microglobulin	B2m	NM_012512	Rn00560865_m1	86	58
Rattus norvegicus actin, beta	Actb	NM_031144	Rn00667869_m1	881	91
Rattus norvegicus glyceraldehyde-3-phosphate dehydrogenase	Gapdh	NM_017008	Rn01775763_g1	1153	174
Rattus norvegicus hypoxanthine phosphoribosyltransferase 1	Hprt1	NM_012583	Rn01527840_m1	673	64
*Target genes*					
Rattus norvegicus gap junction protein alpha 5	Gja5	NM_019280	Rn00570632_m1	60	83
Rattus norvegicus solute carrier family 2 member 1	Slc2a1	NM_138827.1	Rn01417099_m1	1281	73
Rattus norvegicus solute carrier family 7 member 1	Slc7a1	NM_138827.1	Rn00565399_m1	961	76
Rattus norvegicus solute carrier family 38, member 5	Slc38a5	NM_138854.1	Rn00684896_m1	610	59
Rattus norvegicus ATP binding cassette subfamily C member 4	Abcc4	NM_133411.1	Rn01465702_m1	914	64
Rattus norvegicus platelet derived growth factor receptor beta	Pdgfrb	NM_031525	Rn00709573_m1	726	53

**Figure 4:**
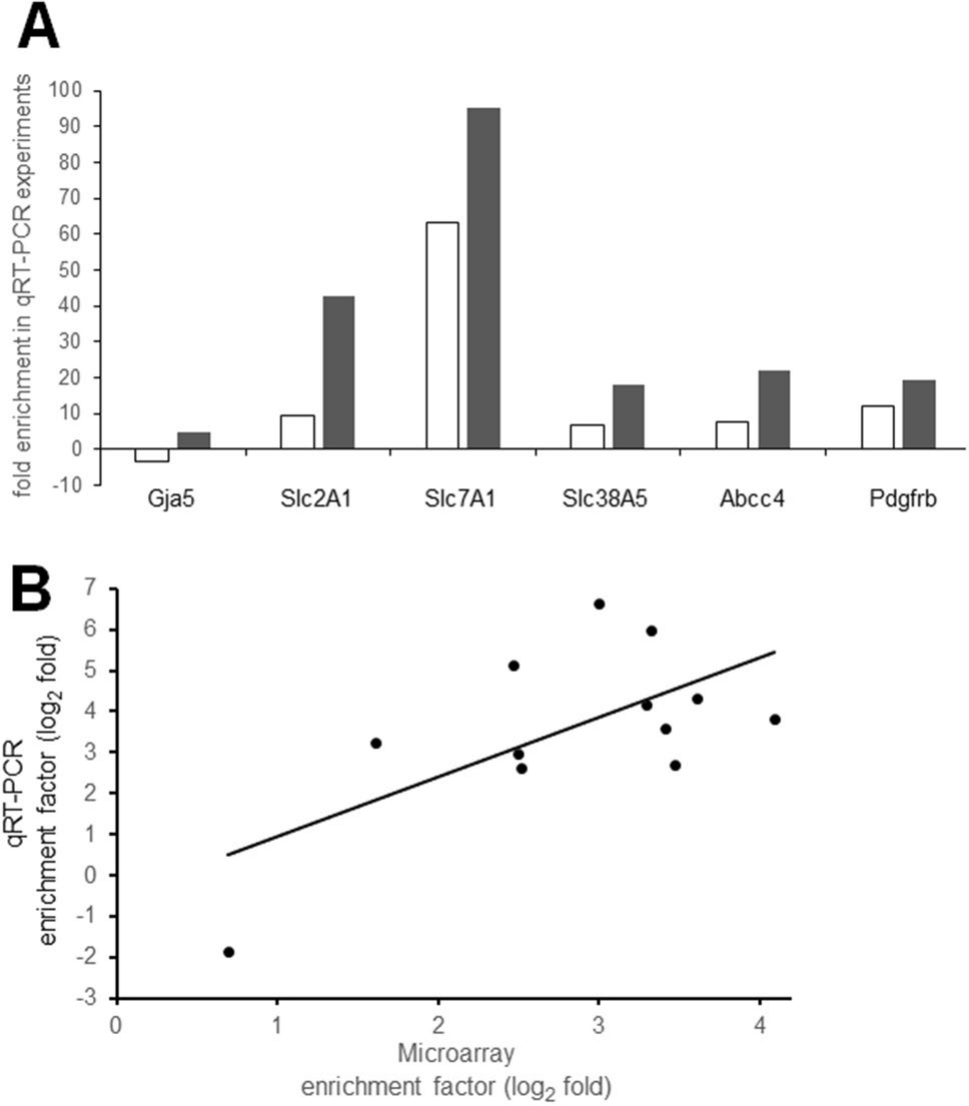
Enrichment of 6 target genes in retina microvessels (RMVs) and brain microvessels (BMVs) over the respective full tissues. **(A)** Fold changes obtained in the semiquantitative RT-PCR (qRT-PCR) measurements in RMVs (open bars) and BMVs (filled bars). Gja5, gap junction alpha-5 protein (also termed Cx40); Slc2A1, solute carrier family 2 member 1; Slc7A1, solute carrier family 7 member 1; Slc38A5, solute carrier family 38 member 5; Abcc4, ATP binding cassette subfamily C member 4; Pdgfrb, platelet derived growth factor receptor beta. **(B)** Agreement of results obtained by microarray measurements (abscissa) and qRT-PCR measurements (ordinate). In this graph enrichment is indicated as log_2_ fold changes. The regression line and the corresponding correlation coefficient show the significant agreement of data obtained by the two methods.

### Overall transcriptional comparison between the RMVs and BMVs

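Genes enriched in RMVs were mostly enriched in BMVs too. Cldn5, Vwf, Rgs5, Mgp and Lef1 are among the 1341 genes that were higher in both microvessel groups than in the respective tissue. These make 71.6% of the genes higher in RMVs and 45.2% of those higher in BMVs, where independent lists of this size would share 306 (odds ratio 22.7, Fisher's exact test over genes, which are not independent). With quantile normalization 786 genes were shared, or 84.2% and 43.7%. Another 532 genes passed only in RMVs, and for 154 of them the difference between the retinal and the brain enrichment also passed the thresholds. Of the 1628 genes that passed only in BMVs, this difference was past the thresholds for 542, and 835 were at least 1.5-fold higher in RMVs than in RT. The matrix gene Lum had a difference of -4.51 among them (log2, RMVs over RT minus BMVs over BT), which depends on the floor of its probes, as its signals of 3.92 in RMVs and 3.71 in RT lie below the medians of 4.36 and 3.88 of olfactory and vomeronasal receptor genes, and Prom1, a gene of photoreceptor membranes, had -3.97, with a log2 fold change of 0.39 in RMVs and 4.36 in BMVs. Among the shared genes 392 had a lower and 24 a higher signal in RMVs than in BMVs.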

Based on the overlap between the genes > twofold enriched in RMVs and BMVs, we identified 854 common genes (accounting for 85.1% of RMVs and 43.7% of BMV genes, respectively) (Fig. 5A). Within the group of common genes, vasculature-related biological processes and functional pathways showed the highest enrichment scores using the gene ontology- and PANTHER-based classifications, respectively (Fig. 5B, C). 

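Many genes of the basement membrane and of caveolae were enriched in each microvessel group. Of 19 genes of the basement membrane, the sheath around endothelium and pericytes, 16 rose in RMVs and 19 in BMVs (16 and 19 adjusted over the list alone). The fibronectin gene Fn1 had a log2 fold change of 4.44 in RMVs and 4.27 in BMVs, the nidogen gene Nid1 3.39 and 4.22, and the laminin gene Lamb2 2.87 and 3.72. Of 12 genes of caveolae and transcytosis, 7 rose in RMVs and 10 in BMVs (7 and 10 adjusted over the list alone), with 3.65 and 3.76 for Cavin2, 3.90 and 3.60 for Ehd2, and 4.03 and 2.66 for the lipid transporter gene Mfsd2a, which keeps transcytosis low at the blood-brain barrier. Cav1, the scaffold of caveolae, had -0.07 in RMVs and 3.16 in BMVs, and the test of that difference gave -3.23. The medians lay 1.19 and 2.16 above that of all genes for the basement membrane, and 1.15 and 2.36 for caveolae. Camera's adjusted p was 8.44e-08 and 5.51e-08 for the basement membrane, and 0.00926 and 0.000378 for caveolae. With an estimated correlation the adjusted p = 0.0794 and 0.0684 for the former, and 0.186 and 0.0772 for the latter.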

For obvious reasons these results largely repeat those found for RMVs and BMVs compared to the respective full tissue samples thus further underlining the similarities between both microvascular compartments.

**Figure 5:**
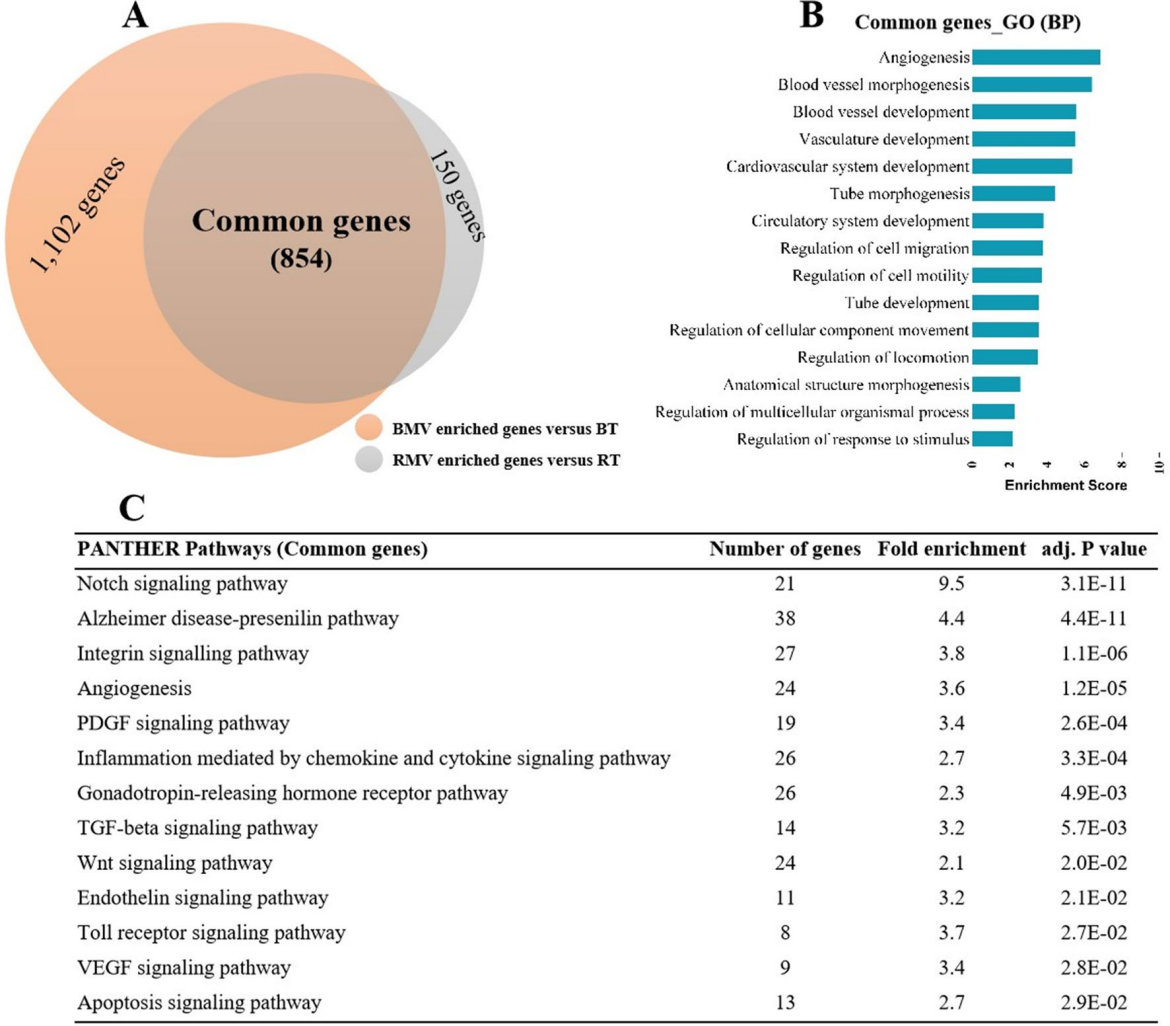
Gene expression comparison between RMVs and BMVs in rats (n = 6). **(A)** Venn diagram showing the numbers of genes that are significantly higher expressed in microvessels (MVs) obtained from the retina (RMVs, 1,004 genes) and from the brain (BMVs, 1956 genes). A total of 854 genes were commonly enriched in both, RMVs and BMVs. **(B)** Top 15 gene ontology (GO) biology processes (BP) identified from the 854 common genes. **(C)** Top 13 PANTHER pathways identified from the 854 common genes. All the biological processes shown are ranked by enrichment score with a Bonferroni adjusted p < 0.05 level of significance.

### Expression pattern of junctional complex genes in RMVs and BMVs

To further characterize the gene expression profiles of RMVs and BMVs, we highlighted 3 gene groups including (1) junctional complex formation, (2) endothelial transporters, and (3) endothelial / pericyte signaling pathways. 

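Genes of proteins that seal endothelial cells were enriched in both microvessel groups. The VE-cadherin gene Cdh5 had a log2 fold change of 3.98 in RMVs over RT and 4.21 in BMVs over BT (standard error 0.101 each), and Cldn5 3.99 and 3.14 (standard error 0.0941). The tight junction gene Ocln had 3.04 and 3.50, and the connexin gene Gja4 (Cx37) 3.27 and 3.87. The scaffold gene Tjp1 (ZO-1) had 1.17 and 1.62, and Ctnna1 0.76 and 1.62, so that Ctnna1 passed the threshold of enrichment in BMVs and not in RMVs. The test of that difference gave -0.87 (adjusted p = 8.76e-07 from limma). Of the 8 genes of Table 2 that were measured, 7 were enriched in RMVs, 7 in BMVs and 6 in both, and Jam2 was not analysed here. With quantile normalization 6 were enriched in RMVs and 7 in BMVs. Tjp1 and Gja5 stood near the threshold in RMVs, where the paper prints folds under 2 for both. Of 24 genes in a wider list of tight and adherens junctions, 10 rose and Cldn12 fell in RMVs, and 13 rose and 2 fell in BMVs (as many adjusted over the list alone). The list holds 5 genes of Table 2, and without these 6 of 19 rose in RMVs and 8 in BMVs, with 3.16 and 3.59 for the adhesion gene F11r and 2.47 and 4.43 for the tricellular junction gene Lsr. Camera's adjusted p was 0.00137 in RMVs, where the median of the list turned negative with centring on the reference genes, and 0.000222 in BMVs, and the adjusted p = 0.164 and 0.108 with an estimated correlation. Of 14 connexin genes 3 rose in RMVs, and 2 rose and 2 fell in BMVs (as many adjusted over the list alone, camera's adjusted p = 0.132 and 0.851), and all that rose are genes of Table 2.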

Nine genes encoding for junctional complex proteins displayed a ≥ twofold enrichment in at least one MV compartment over the respective tissue (Tab.le 2). Of these 9 genes, 3 showed a significantly lower expression level in RMVs than in BMVs: occludin (Ocln), connexin (Cx) 43, and Cx40. 

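Ocln was lower in RMVs than in BMVs by a log2 fold change of -1.23 (standard error 0.128, adjusted p = 4.28e-09 from limma), Gja1 (Cx43) by -1.99 (standard error 0.237, adjusted p = 4.39e-08), and Gja5 (Cx40) by -1.12 (standard error 0.123, adjusted p = 1.01e-08). Mean signals were 9.71 ± 0.37 in RMVs and 10.94 ± 0.08 in BMVs for Ocln, 9.24 ± 0.22 and 11.23 ± 0.16 for Gja1, and 7.10 ± 0.13 and 8.22 ± 0.16 for Gja5 (SD, n = 6). The remaining measured genes of Table 2 lay between -0.89 (Tjp1) and -0.51 (Cldn5). In the longer lists 2 of 24 junction genes fell and 1 rose, the claudin gene Cldn12 with 1.39 (camera, adjusted p = 0.00057, and adjusted p = 0.128 with an estimated correlation). Of 14 connexin genes 5 fell and 1 rose (adjusted p = 0.12), the neuronal connexin gene Gjd2 with 2.45. Gja1 and the connexin gene Gjb6, at -1.24, are also astrocyte markers, and 10 of 13 astrocyte markers were lower in RMVs than in BMVs. The differences of Ocln and Gja5 were the same in direction as those of the endothelial list, where 8 of 25 genes fell (8 adjusted over the list alone) and the median was -1.00 relative to all genes (camera, adjusted p = 1.91e-08, and adjusted p = 0.106 with an estimated correlation).

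**Figure D1:**
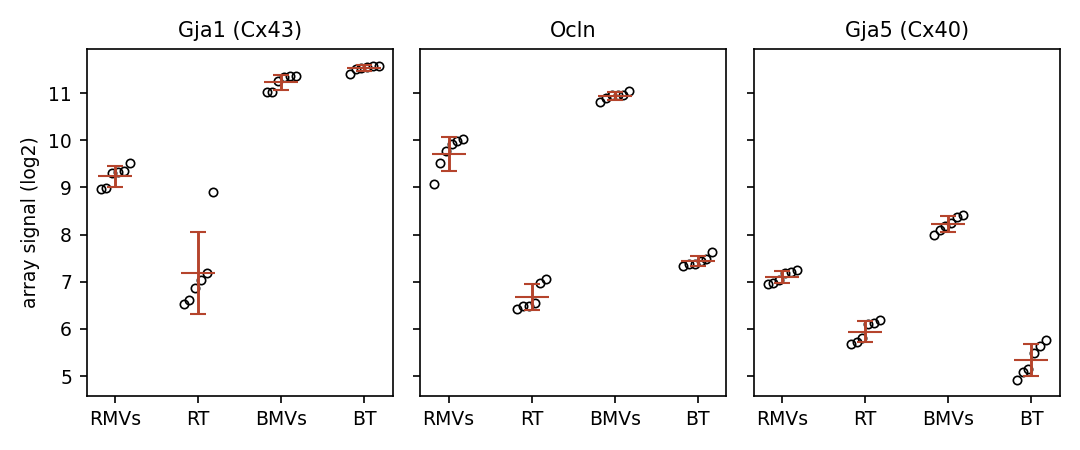
Array signal (log2) of Gja1, Ocln and Gja5 in RMVs, RT, BMVs and BT, with a point per array (n = 6 per group) and bars for mean ± SD. Each RMV point lies below each BMV point for all 3 genes, and the RT array of replicate 5 stands above the other RT arrays for Gja1, at 8.90.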

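Gja1 encodes the main connexin of astrocytes and is also made by endothelial cells. Its signal was 11.53 ± 0.07 in BT and 7.19 ± 0.87 in RT (log2, SD, n = 6). The log2 fold change of BMVs over BT was -0.30 (1.23-fold lower, standard error 0.237, adjusted p = 0.242 from limma), and that of RMVs over RT was 2.05 (adjusted p = 2.35e-08). The difference between both was 2.35 (standard error 0.335, adjusted p = 1.1e-06). The standard error pools the spread of all 4 groups, and the RT group varied most. Without the RT array of replicate 5 the adjusted p was 0.0123, and fitted on the BMV and BT arrays alone it was 0.00197. Over all alternatives it lay between 0.00063, where each array was centred on the reference genes and the log2 fold change was -0.90, and 0.38 with quantile normalization.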

Most notably, one gene, Cx43 even showed a considerably lower expression level in BMVs than in BT yielding a fold enrichment of −1.5-fold.

**Table 2:** List of intercellular junction genes differentially expressed in rat retina and/or brain microvessels vs. retina and brain tissue samples.

Symbol	RMVs	RT	RMVs versus RT		BMVs	BT	BMVs versus BT		RMVs versus BMVs	
			*FC*	*adj. P*			*FC*	*adj. P*	*FC*	*adj. P*
Ocln	9.7 ± 0.17	6.4 ± 0.13	9.8	2E−27	10.8 ± 0.04	7.4 ± 0.06	10.7	6E−29	− 2.1	8E−10
Cldn5	13.1 ± 0.1	9.4 ± 0.13	12.1	7E−34	13.4 ± 0.01	10.3 ± 0.04	8.4	3E−31	− 1.2	2E−02
Jam2	12 ± 0.05	10.9 ± 0.02	2.1	5E−20	12.2 ± 0.04	10.2 ± 0.02	4.0	8E−32	− 1.1	8E−03
Cdh5	11.4 ± 0.1	7.1 ± 0.06	21.1	2E−37	12 ± 0.01	8.1 ± 0.11	15.6	8E−36	− 1.5	1E−05
ZO-1	11.6 ± 0.09	10.8 ± 0.03	1.7	3E−15	12.2 ± 0.03	10.6 ± 0.03	3.1	3E−28	− 1.5	4E−12
Ctnna1	8.6 ± 0.12	8.1 ± 0.07	1.4	1E−05	9.3 ± 0.01	8.1 ± 0.03	2.3	3E−16	− 1.6	9E−08
Cx37	10.1 ± 0.07	6.9 ± 0.07	9.2	6E−27	10.8 ± 0.08	6.9 ± 0.10	14.8	4E−31	− 1.6	2E−05
Cx43	9.0 ± 0.10	7.4 ± 0.36	3.0	2E−08	10.9 ± 0.06	11.5 ± 0.02	− 1.5	5E−02	− 3.7	5E−09
Cx40	6.9 ± 0.05	6.2 ± 0.09	1.6	5E−06	8.6 ± 0.09	6.1 ± 0.13	5.7	2E−25	− 3.2	7E−18

Results are mean ± SEM of log_2_ transformed microarray intensity values (n = 6). RMVs, retinal microvessels; RT, retinal tissue; BMVs, brain microvessels; BT, brain tissue; *FC*, fold change; *adj. P*, false discovery rate adjusted p value; Ocln, occluding; Cldn5, claudin 5; Jam2, junctional adhesion molecule 2; Cdh5, VE-cadherin; ZO-1, zonula occludens protein 1; Ctnna1, catenin α1; Cx, connexin.

### Expression pattern of membrane carrier and transporter genes in RMVs and BMVs

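Carrier and transporter genes form large families on the arrays. Among the named genes, 359 had symbols of the SLC family, which carries nutrients, ions and organic acids across membranes, and 46 had symbols of the ABC family of ATP-driven exporters. As whole families they lay close to other genes. The median log2 fold change of the SLC genes lay 0.02 above that of all genes in RMVs over RT and 0.08 above it in BMVs over BT, and that of the ABC genes 0.08 above and -0.03. Camera's adjusted p was 0.765 and 0.718 for SLC and 0.404 and 0.646 for ABC genes. With quantile normalization the SLC medians turned from 0.35 and 0.38 to -0.21 and -0.13, and the ABC medians from 0.41 and 0.26 to -0.17 and -0.04.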

We identified 355 SLC and 47 ATP-binding cassette (ABC) transporter genes in the arrays. Among the SLCs, 56 genes showed a more than twofold enrichment in at least one MV compartment (Table 3). Moreover, among the ABCs a total of 8 genes showed a more than twofold enrichment in either RMVs or BMVs (Table 4). 

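Of the SLC genes, 45 were enriched in RMVs and 76 in BMVs, 37 of them in both, so that 84 were enriched in at least either compartment (64 with quantile normalization). The iron exporter gene Slc40a1 had the highest enrichment in RMVs among the genes of Table 3, with a log2 fold change of 4.36 (standard error 0.175) and 4.12 in BMVs. The riboflavin transporter gene Slc52a3 had 3.43 and 4.25, the zinc transporter gene Slc39a8 3.33 and 3.92, and the thyroid hormone transporter gene Slco1c1 3.46 and 2.59. Of the 51 genes of Table 3 that were measured, 35 were enriched in RMVs and 50 in BMVs, which is no independent evidence as the table was drawn from these samples. Slc16a11 passed in neither, with 0.29 and 0.82. Beyond the genes matched to the table by symbol 35 SLC genes were enriched, among them Slco1a4 with 4.29 and 3.26, for which the annotation also gives the symbol Slco1a2 of the table (as it does for Slco1a5), and Slc6a13, a GABA and taurine transporter gene, with 0.28 in RMVs and 4.48 in BMVs. On the other side, 10 SLC genes were lower in RMVs than in RT and 51 lower in BMVs than in BT. Slc16a4, Slc39a10 and Slco3a1 were not analysed here.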

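Of 46 ABC genes, 8 were enriched in RMVs and 14 in BMVs, 7 of them in both, which makes 15 in either (10 with quantile normalization). Abcg2, the breast cancer resistance protein, had log2 fold changes of 4.43 and 4.20 (standard error 0.237), P-glycoprotein (Abcb1a) 4.10 and 4.28 (standard error 0.121), and the potassium channel regulator Abcc9 of pericytes 4.10 and 3.82 (standard error 0.131). Abcg3l1 had 1.77 and 2.09, and Abcc6 1.01 and 2.05. All 8 measured genes of Table 4 were enriched in BMVs and 6 in RMVs. The 7 further genes include Abca9 with 3.34 in BMVs and 0.25 in RMVs, the retinoid transporter gene Abca4 of photoreceptors with 1.84 and -0.63, and Abcb1b, the second P-glycoprotein gene of rodents, with -0.58 and 1.02. In RMVs Abcc6 and Abcb1b stood at the threshold, and each missed it when any of 5 arrays was left out.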

Interestingly all genes that did not surmount the threshold of enrichment were found in RMVs. 

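In Tables 3 and 4 together, 17 of 59 measured genes passed the threshold of enrichment in BMVs alone and Slc16a11 in neither compartment. For 20 genes of both tables the enrichment in the brain exceeded that in the retina past the thresholds (limma, contrast of both enrichments), as for the organic anion transporter gene Slc22a6 with -3.49 (log2, RMVs over RT minus BMVs over BT), the potassium-chloride cotransporter gene Slc12a7 with -2.98 and the proline transporter gene Slc6a20a with -2.94. The large amino acid transporter gene Slc7a5 had an enrichment of 0.85 in RMVs and 2.73 in BMVs, a difference of -1.88 (standard error 0.125, adjusted p = 1.02e-12). The signal of Slc7a5 was 11.02 ± 0.17 in RT and 9.83 ± 0.17 in BT (SD, n = 6). Slc12a7 had a log2 fold change of -0.56 in RMVs over BMVs and 2.42 in RT over BT. With quantile normalization 27 of the 51 genes of Table 3 were enriched in RMVs and 47 in BMVs.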

In accord, almost half the carrier and transporter genes listed in Tables 3 and 4 showed marked differences between RMVs and BMVs pointing to considerably distinct patterns of gene expression in both microvascular compartments. 

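Of the 59 genes of Tables 3 and 4 that were measured, 26 differed by at least 2-fold between RMVs and BMVs (44.1%), 24 with a lower and 2 with a higher signal in RMVs. The largest difference in this group was in the sulfate transporter gene Slc13a4 with a log2 fold change of -4.34, followed by Slc22a6 with -3.64 (adjusted p = 1.3e-20 from limma), Slc6a20a with -3.52, the anion exchanger gene Slc26a10 with -2.75 and the organic anion transporter gene Slc22a8 with -2.09. The efflux pump genes Abcb1a and Abcc4 were lower by -1.30 and -1.29, and Abcg2 by -1.21. For Abcb1a and Abcg2 the tissues differed in the same direction, with -1.11 and -1.43 in RT over BT. Their contrasts of both enrichments were -0.18 and 0.22 (limma, adjusted p = 0.367 and 0.589). For Abcc4 the tissues differed by -0.15, and that contrast was -1.15. The iodide transporter gene Slc5a5 had -1.68 and the glucose transporter gene Slc2a12 -1.70. Slc22a6, Slc6a20a and Slc13a4 are also markers of meningeal and perivascular fibroblasts, and 12 of 15 markers of these cells were lower in RMVs than in BMVs (12 adjusted over the list alone), with a median of -2.41 relative to all genes (camera, adjusted p = 1.11e-11, and 0.00829 with an estimated correlation). Of the SLC genes enriched in RMVs or BMVs 25 were lower and 2 higher in RMVs than in BMVs, and of such ABC genes 4 and 1. Over the whole families, enriched or not, 36 SLC genes were lower and 35 higher, 18 of the latter also higher in RT than in BT, and 6 ABC genes were lower and 3 higher. From the share of listed genes that differ, the paper proposes that gene expression has considerably distinct patterns in both microvascular compartments.

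**Figure D2:**
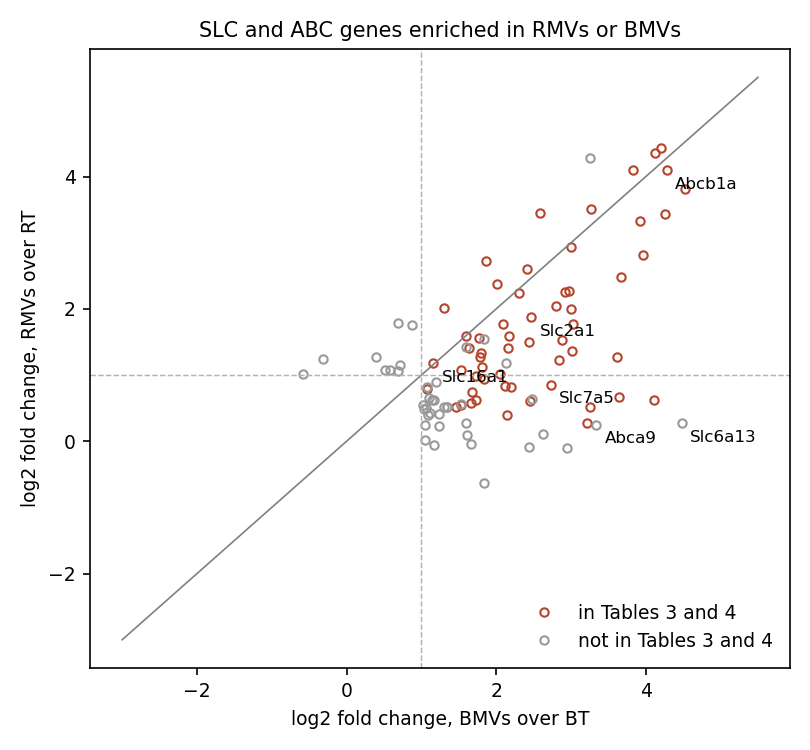
Log2 fold change of BMVs over BT (horizontal) and RMVs over RT (vertical) of the 84 SLC and 15 ABC genes enriched in RMVs or BMVs, a point per gene, with the genes of Tables 3 and 4 in red and the others in gray. Dashed lines mark the threshold of 1 and the solid line equal enrichment, and Slc6a13 and Abca9 lie far to the right at 4.48 and 3.34.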

Most notably, Slc16a (monocarboxylate transporter-1) showed a higher expression level in RMVs than in BMVs.

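Slc16a1, which carries lactate and ketone bodies, had a signal of 11.47 ± 0.25 in RMVs and 9.86 ± 0.45 in BMVs (log2, SD, n = 6). The log2 fold change was 1.62 (3.07-fold, standard error 0.148, adjusted p = 3.71e-10 from limma). The tissues differed by nearly as much, with 10.29 ± 0.14 in RT and 8.70 ± 0.17 in BT, and the enrichment was 1.19 in RMVs and 1.16 in BMVs. The contrast of both enrichments was 0.03 (standard error 0.209, adjusted p = 0.926). The copper transporter gene Slc31a2 was the other listed gene with a signal at least 2-fold higher in RMVs (1.32, adjusted p = 3.15e-15), and its enrichment was 0.62 in RMVs and 1.73 in BMVs.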

**Table 3:** List of solute carrier genes differentially expressed in rat retina and/or brain microvessels vs. retina and brain tissue samples.

Symbol	RMVs	RT	RMVs. vs. RT		BMVs	BT	BMVs. vs. BT		RMVs. vs. BMVs	
			*FC*	*adj. P*			*FC*	*adj. P*	*FC*	*adj. P*
Slc2a1	13.4 ± 0.05	11.8 ± 0.03	3.0	3E-22	13.5 ± 0.03	11.1 ± 0.03	5.5	5E-31	-1.1	2E-01
Slc2a4	7.4 ± 0.08	6.3 ± 0.07	2.1	1E-10	8.4 ± 0.07	6.2 ± 0.13	4.5	1E-22	-2.0	7E-10
Slc2a12	7.5 ± 0.13	6.7 ± 0.13	1.7	1E-04	10.2 ± 0.04	7.1 ± 0.1	8.7	3E-23	-6.4	1E-19
Slc3a2	11.1 ± 0.07	10.6 ± 0.06	1.3	5E-05	11.6 ± 0.04	10.3 ± 0.04	2.5	5E-20	-1.4	2E-06
Slc5a5	6.8 ± 0.11	6.4 ± 0.16	1.4	3E-02	8.6 ± 0.06	6.3 ± 0.07	4.9	9E-18	-3.5	3E-13
Slc6a20	6.2 ± 0.04	6.2 ± 0.28	1.0	1E + 00	10.1 ± 0.09	7.2 ± 0.15	7.8	2E-19	-15.2	6E-24
Slc7a1	11.9 ± 0.12	8.6 ± 0.2	10.0	9E-23	12.5 ± 0.07	9.5 ± 0.04	8.0	1E-21	-1.5	1E-02
Slc7a2	9 ± 0.07	8.2 ± 0.16	1.7	3E-06	10.8 ± 0.08	8.8 ± 0.06	3.9	1E-18	-3.5	2E-16
Slc7a5	11.8 ± 0.06	11 ± 0.07	1.7	7E-07	12.3 ± 0.04	9.7 ± 0.08	5.7	4E-25	-1.4	4E-03
Slc7a15	8.2 ± 0.13	6.3 ± 0.14	3.6	2E-16	8.6 ± 0.09	6.3 ± 0.07	5.0	4E-21	-1.3	2E-02
Slc8b1	6.9 ± 0.05	6 ± 0.05	1.8	1E-07	8 ± 0.08	6.6 ± 0.11	2.7	1E-14	-2.2	8E-11
Slc9a3r2	11 ± 0.08	8 ± 0.13	7.9	5E-31	11.7 ± 0.05	8.7 ± 0.06	7.7	3.E-31	-1.6	7E-07
Slc10a3	9.1 ± 0.12	7.5 ± 0.2	3.2	8E-08	9.8 ± 0.17	7.3 ± 0.24	5.4	7E-13	-1.5	4E-02
Slc10a7	9 ± 0.08	8.2 ± 0.09	1.7	2E-07	9 ± 0.05	7.2 ± 0.06	3.5	1E-19	-1.0	8E-01
Slc12a4	8.2 ± 0.18	7.4 ± 0.06	1.8	2E-07	9.4 ± 0.04	8 ± 0.09	2.6	9E-14	-2.3	2E-11
Slc12a7	9.5 ± 0.06	9 ± 0.05	1.4	1E-04	10.1 ± 0.08	7 ± 0.09	8.8	4E-33	-1.5	7E-07
Slc12a8	5.9 ± 0.08	5.8 ± 0.13	1.1	6E-01	6.7 ± 0.1	5.7 ± 0.06	2.1	5E-09	-1.7	4E-06
Slc13a4	6.5 ± 0.11	6.3 ± 0.1	1.1	5E-01	10.6 ± 0.09	7.7 ± 0.05	7.6	1E-23	-18.1	4E-30
Slc15a3	7.8 ± 0.06	6.2 ± 0.11	2.9	1E-11	8.8 ± 0.1	7.5 ± 0.05	2.5	5E-10	-2.0	5E-07
Slc16a1	11.4 ± 0.11	10.4 ± 0.05	2.1	1E-04	9.7 ± 0.18	8.7 ± 0.09	2.0	2E-04	3.4	4E-09
Slc16a2	8.6 ± 0.13	7.3 ± 0.09	2.4	6E-13	10.9 ± 0.03	8.5 ± 0.1	5.1	6E-24	-4.9	9E-23
Slc16a4	7.4 ± 0.15	4.8 ± 0.11	6.1	3E-20	8.4 ± 0.1	5.1 ± 0.07	9.9	2E-25	-2.0	1E-06
Slc16a11	6.3 ± 0.06	6.2 ± 0.05	1.0	9E-01	7.7 ± 0.06	6.3 ± 0.05	2.6	1E-13	-2.7	1E-13
Slc16a12	6 ± 0.17	5.2 ± 0.15	1.7	2E-03	7.9 ± 0.04	5.2 ± 0.17	6.8	1E-17	-3.9	1E-11
Slc16a13	7.1 ± 0.16	6.4 ± 0.09	1.6	2E-05	8.3 ± 0.05	6.9 ± 0.07	2.7	4E-14	-2.4	2E-11
Slc19a3	10.4 ± 0.16	6.7 ± 0.12	13.1	4E-20	11 ± 0.12	7.5 ± 0.16	11.2	1E-19	-1.5	3E-02
Slc22a5	8.7 ± 0.11	7 ± 0.14	3.4	1E-11	9.1 ± 0.14	7.1 ± 0.11	3.9	8E-14	-1.3	2E-01
Slc22a6	6.3 ± 0.08	6.2 ± 0.15	1.1	7E-01	10.2 ± 0.11	6.7 ± 0.05	11.5	2E-23	-14.9	7E-25
Slc22a8	9.7 ± 0.14	7 ± 0.28	6.3	2E-12	11.5 ± 0.08	7.8 ± 0.03	12.6	5E-18	-3.5	1E-07
Slc22a18	7.6 ± 0.07	6.2 ± 0.09	2.7	6E-12	8.5 ± 0.04	6 ± 0.13	5.9	3E-22	-1.9	1E-06
Slc25a2	7.6 ± 0.13	7.3 ± 0.13	1.2	4E-01	7.2 ± 0.1	5.9 ± 0.26	2.5	8E-08	1.3	1E-01
Slc25a35	10.7 ± 0.11	10.6 ± 0.05	1.1	6E-01	9.6 ± 0.06	8 ± 0.08	3.2	2E-19	2.1	5E-12
Slc25a45	7.2 ± 0.16	6 ± 0.15	2.3	4E-08	8.4 ± 0.1	6.1 ± 0.12	4.9	1E-17	-2.3	7E-08
Slc26a10	6.4 ± 0.07	5.9 ± 0.07	1.4	2E-04	9.2 ± 0.06	6.1 ± 0.06	8.8	6E-31	-7.1	1E-28
Slc28a3	6.8 ± 0.11	5.9 ± 0.08	1.9	1E-07	7.5 ± 0.16	5.8 ± 0.05	3.2	3E-16	-1.6	2E-05
Slc30a1	9.2 ± 0.11	7.7 ± 0.08	2.8	5E-15	10.2 ± 0.04	8.1 ± 0.06	4.1	6E-21	-2.0	2E-09
Slc30a10	7.4 ± 0.05	6.6 ± 0.08	1.8	4E-07	8.7 ± 0.06	7.3 ± 0.05	2.6	9E-14	-2.4	1E-11
Slc31a1	10.8 ± 0.09	9.8 ± 0.08	2.0	1E-11	11.1 ± 0.07	9.7 ± 0.02	2.6	6E-17	-1.3	1E-02
Slc31a2	8.9 ± 0.06	8.7 ± 0.05	1.2	6E-02	7.5 ± 0.04	6.3 ± 0.06	2.3	3E-15	2.7	4E-17
Slc35f2	9.3 ± 0.16	6.8 ± 0.13	5.5	7E-16	9.7 ± 0.2	7.1 ± 0.12	6.0	3E-17	-1.3	2E-01
Slc38a5	9.6 ± 0.19	6.1 ± 0.1	11.1	3E-18	10.4 ± 0.12	6.3 ± 0.16	17.0	6E-22	-1.8	5E-03
Slc38a11	6.6 ± 0.1	5.8 ± 0.07	1.7	3E-05	7.2 ± 0.07	5.8 ± 0.08	2.7	3E-12	-1.5	8E-04
Slc39a1	8.9 ± 0.05	8.1 ± 0.05	1.8	2E-09	9.3 ± 0.05	8.2 ± 0.09	2.1	3E-13	-1.3	4E-03
Slc39a4	6.5 ± 0.07	6.1 ± 0.15	1.3	5E-02	7.3 ± 0.08	5.8 ± 0.11	2.8	5E-14	-1.8	1E-06
Slc39a8	9.6 ± 0.11	6.6 ± 0.2	8.3	9E-20	10 ± 0.11	6.8 ± 0.22	9.7	8E-22	-1.3	1E-01
Slc39a10	11.5 ± 0.11	9.5 ± 0.06	4.0	5E-18	12.3 ± 0.06	10.9 ± 0.04	2.6	6E-13	-1.7	6E-06
Slc40a1	10.8 ± 0.22	6.8 ± 0.17	16.0	9E-22	11.8 ± 0.08	8 ± 0.09	13.9	2E-21	-2.0	3E-04
Slc43a1	6.9 ± 0.14	5.1 ± 0.11	3.6	2E-13	7.5 ± 0.09	5.5 ± 0.17	4.1	1E-15	-1.6	2E-03
Slc50a1	9.5 ± 0.02	8.5 ± 0.08	2.0	1E-15	10.2 ± 0.04	8.6 ± 0.04	2.9	3E-24	-1.5	3E-09
Slc52a2	8.5 ± 0.05	7.9 ± 0.06	1.5	2E-04	8.8 ± 0.07	6.9 ± 0.05	3.6	1E-17	-1.2	2E-01
Slc52a3	9.4 ± 0.14	6.3 ± 0.05	8.5	4E-26	10.7 ± 0.04	6.8 ± 0.05	15.5	2E-31	-2.5	6E-12
Slco1a2	11.4 ± 0.11	7.5 ± 0.13	14.6	2E-24	12.1 ± 0.02	8.6 ± 0.08	11.5	3E-23	-1.7	1E-03
Slco1c1	12.8 ± 0.11	9.5 ± 0.06	9.7	2E-17	13.3 ± 0.03	10.7 ± 0.04	5.9	5E-14	-1.5	8E-02
Slco2a1	8.1 ± 0.13	5.7 ± 0.08	5.5	5E-13	7.6 ± 0.14	5.6 ± 0.12	4.2	3E-11	1.4	1E-01
Slco2b1	9.2 ± 0.1	7.1 ± 0.08	4.6	4E-22	10.5 ± 0.01	8.1 ± 0.07	5.2	3E-24	-2.4	1E-12
Slco3a1	9.9 ± 0.05	8.3 ± 0.09	3.1	9E-21	10.3 ± 0.06	9.1 ± 0.1	2.3	2E-16	-1.4	2E-04

Results are mean ± SEM of log_2_ transformed microarray intensity values (n = 6). RMVs, retinal microvessels; RT, retinal tissue; BMVs, brain microvessels; BT, brain tissue; *FC*, fold change; *adj. P*, false discovery rate adjusted p value.SLC, solute carrier.

**Table 4:** List of ATP binding cassette transporter genes differentially expressed in rat retina and/or brain microvessels vs. retina and brain tissue samples.

Symbol	RMVs	RT	RMVs. vs. RT		BMVs	BT	BMVs. vs. BT		RMVs. vs. BMVs	
			*FC*	*adj. P*			*FC*	*adj. P*	*FC*	*adj. P*
Abcb1a	10.7 ± 0.14	7 ± 0.14	12.9	5E-23	11.6 ± 0.03	8 ± 0.07	12.3	2E-23	-1.9	6E-05
Abcc1	9.5 ± 0.09	8.8 ± 0.04	1.6	6E-05	8.7 ± 0.06	7.3 ± 0.08	2.7	2E-14	0.6	6E-06
Abcc3	7 ± 0.06	6.7 ± 0.04	1.2	3E-02	7.7 ± 0.04	6.3 ± 0.07	2.6	4E-18	-1.7	6E-09
Abcc4	9.2 ± 0.14	6.7 ± 0.08	5.6	9E-22	10.7 ± 0.08	7.1 ± 0.08	12.2	2E-29	-2.8	3E-13
Abcc6	6.6 ± 0.03	6 ± 0.07	1.5	3E-05	7.1 ± 0.06	5.7 ± 0.07	2.6	4E-16	-1.4	3E-04
Abcc9	11.4 ± 0.15	7.4 ± 0.13	16.3	7E-30	11 ± 0.08	7.5 ± 0.09	11.0	2E-27	0.7	1E-02
Abcd1	8.9 ± 0.1	7.3 ± 0.08	3.0	1E-16	9.6 ± 0.03	8.1 ± 0.12	2.8	1E-16	-1.6	2E-06
Abcg2	9.3 ± 0.14	5.4 ± 0.16	14.9	2E-18	10.5 ± 0.24	6.6 ± 0.22	14.4	7E-19	-2.2	4E-04
Abcg3l1	6 ± 0.09	5.2 ± 0.16	1.7	E-03	7.1 ± 0.12	5.3 ± 0.24	3.6	6E-11	-2.2	2E-05

Results are mean ± SEM of log_2_ transformed microarray intensity values (n = 6). RMVs, retinal microvessels; RT, retinal tissue; BMVs, brain microvessels; BT, brain tissue; *FC*, fold change; *adj. P*, false discovery rate adjusted p value. Abc, ATP binding cassette transporter.

### Expression pattern of signaling pathway genes in RMVs and BMVs

For the signaling between endothelial cells and pericytes, we found a couple of genes displaying a ≥ twofold enrichment in at least one of the MV compartments. These genes belong to the PDGFb / PDGFRb pathway, Tie2 / Angiopoietin (Ang) pathway, transforming growth factor beta (TGF-β) signaling pathway and Notch signaling pathway (Table 5). 

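Ligands and receptors of both partners were enriched. Pdgfb, the ligand with which endothelial cells recruit pericytes, had a log2 fold change of 2.73 in RMVs over RT (standard error 0.0842, adjusted p = 4.78e-20 from limma) and 2.64 in BMVs over BT. The angiopoietin genes Angpt1 and Angpt2 had 1.20 and 1.36 in RMVs, and 1.29 and 2.74 in BMVs, and the test of the difference for Angpt2 gave -1.39 (adjusted p = 1.38e-06). All 12 measured genes of Table 5 were enriched in both compartments, which is not independent evidence since the table was chosen on these samples. With quantile normalization 10 of them were enriched in RMVs and 11 in BMVs. Tgfbr2 was not analysed here.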

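Of 6 genes of PDGF signaling 4 rose in RMVs and 4 in BMVs, and of 5 genes of Tie2 and angiopoietin signaling 4 and 4 (as many adjusted over the list alone), with 4.14 and 4.43 for the receptor gene Tie1. Of 26 genes of TGF-β signaling 11 rose in RMVs and 15 in BMVs (11 and 15 adjusted over the list alone). The receptor gene Acvrl1 (Alk-1) had log2 fold changes of 3.81 and 4.32, the target gene Id1 3.62 and 3.83, and the ligand gene Tgfb1 2.32 and 2.93. Tgfb2, an isoform with a higher signal in RT than in BT, had -0.96 and -0.17. Without the genes of Table 5, 8 of 23 TGF-β genes rose in RMVs and 12 in BMVs, and 2 of 4 PDGF genes in each. In RMVs camera gave an adjusted p of 0.225 for PDGF, 0.008 for Tie2 and 0.103 for TGF-β genes, and in BMVs 0.0763, 0.0227 and 0.000535. These calls depend on the scaling, as in RMVs the TGF-β list passed with quantile normalization (0.00198), with centring on the reference genes (2.28e-05, with a median of -0.03) and on the array median (0.000439) and without genes below the median signal (0.0098), and the PDGF list passed under the same 3 scalings in RMVs (0.0418, 0.000828 and 0.00916) and in BMVs (0.00921, 0.00715 and 0.00731). With an estimated correlation the adjusted p = 0.0674 for Tie2 in RMVs, and in BMVs 0.0772 for Tie2 and 0.0673 for TGF-β genes. The Notch genes of Table 5 were led by Notch3, whose signal was 10.81 ± 0.37 in RMVs and 7.15 ± 0.14 in RT, and 11.80 ± 0.15 in BMVs and 7.56 ± 0.25 in BT (SD, n = 6).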

Compared with BMVs, the expression levels of Ang-1, TGFβ, and TGFβ receptor beta 3 (Tgfrb3) mRNA were significantly lower in RMVs (Table 5).

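Angpt1 was lower in RMVs than in BMVs by a log2 fold change of -1.16 (standard error 0.142, adjusted p = 6.87e-08 from limma), Tgfb1 by -1.32 (standard error 0.0898, adjusted p = 9.94e-13) and Tgfbr3 by -1.42 (standard error 0.101, adjusted p = 2.62e-12). Tek had -1.21, so that 4 of the 12 measured genes of Table 5 were lower in RMVs by at least 2-fold. Notch3 and Notch1 lay close to that threshold, with -0.99 and -0.97, and without RMV replicate 6 there were 7 such genes. The other isoforms differed from Tgfb1, as Tgfb2 had 0.83 and Tgfb3 -0.62. Of 26 TGF-β genes 6 were lower (6 adjusted over the list alone), led by Bmp6 with -4.67 (camera, adjusted p = 4.16e-05, and 0.0294 with an estimated correlation). Of 25 Notch genes 2 were lower, Notch2 with -1.17 and Jag2 with -1.15 (camera, adjusted p = 3.05e-06, and 0.0413 with an estimated correlation). Of 6 PDGF genes 2 were lower, Pdgfd with -2.10 and the fibroblast receptor gene Pdgfra with -3.13 (adjusted p = 0.000543, and 0.0464 with an estimated correlation), and of 5 Tie2 genes 3 (adjusted p = 0.0625). Markers of perivascular macrophages moved with these genes, as all 7 were lower in RMVs than in BMVs (7 adjusted over the list alone), with a median of -1.97 relative to all genes. The fibroblast and endothelial lists given above were lower in RMVs as well.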

**Table 5:** List of signaling genes between endothelial cells and pericytes differentially expressed in rat retina and/or brain microvessels vs. retina and brain tissue samples.

Symbol	RMVs	RT	RMVs. versus RT		BMVs	BT	BMVs. versus BT		RMVs. versus BMVs	
			*FC*	*adj. P*			*FC*	*adj. P*	*FC*	*adj. P*
Pdgfb	9.3 ± 0.14	6.5 ± 0.05	7.0	7E−23	10 ± 0.06	7.2 ± 0.07	7.2	7E-24	−1.6	4E−05
Pdgfbrβ	11.4 ± 0.09	8 ± 0.08	10.6	4E−33	11.6 ± 0.06	8.3 ± 0.06	9.8	9E−33	−1.1	9E−02
Tie2	11.2 ± 0.11	7.5 ± 0.11	13.0	1E−33	12.1 ± 0.03	8.6 ± 0.06	11.0	3E−33	−1.9	1E−09
Ang-1	5.9 ± 0.12	5.5 ± 0.23	1.3	6E−02	7.3 ± 0.08	6.1 ± 0.1	2.2	3E−07	−2.6	2E−08
Ang-2	8 ± 0.13	6.9 ± 0.1	2.1	4E−07	8.6 ± 0.06	5.9 ± 0.16	6.6	1E−21	−1.5	2E−03
Tgfβ	8.6 ± 0.07	6.5 ± 0.06	4.3	3E−23	9.9 ± 0.04	6.9 ± 0.13	8.0	3E−30	−2.5	1E−14
Tgfbr2	9.5 ± 0.13	6.8 ± 0.07	6.5	6E−27	10.3 ± 0.05	7.3 ± 0.08	8.0	2E−29	−1.7	2E−07
Tgfbr3	10 ± 0.13	7.5 ± 0.09	5.7	6E−27	11.5 ± 0.04	8.6 ± 0.04	7.4	3E−30	−2.8	1E−17
Alk-1	10.1 ± 0.08	6.4 ± 0.08	13.0	1E−33	10.9 ± 0.03	6.9 ± 0.07	15.5	3E−35	−1.7	2E−07
Dll4	9.5 ± 0.09	6.4 ± 0.14	8.6	8E−20	10.2 ± 0.16	8.6 ± 0.06	10.1	8E−22	−1.6	3E−09
Jag-1	10.7 ± 0.04	9.8 ± 0.05	1.9	3E−11	10.9 ± 0.04	8.2 ± 0.05	10.0	2E−35	−1.1	8E−13
Notch1	10.5 ± 0.1	8.4 ± 0.08	4.3	1E−22	11.4 ± 0.05	6.9 ± 0.05	6.7	8E−29	−1.9	1E−10
Notch3	10.8 ± 0.18	7.4 ± 0.07	10.6	2E−27	11.5 ± 0.06	7.6 ± 0.12	13.0	3E−29	−1.6	2E−02

Results are mean ± SEM of log_2_ transformed microarray intensity values (n = 6). RMVs, retinal microvessels; RT, retinal tissue; BMVs, brain microvessels; BT, brain tissue; *FC*, fold change; *adj. P*, false discovery rate adjusted p value. Pdgfb, platelet derived growth factor beta; Pdgfbrβ. Pdgfb receptor β; Tie2, TEK tyrosin-kinase 2; Ang, angiopoietin; Tgfβ, transforming growth factor beta; Tgfbr, TGFβ receptor; Alk-1, activin receptor-like kinase 1; Dll4, delta like canonical Notch ligand 4; Jag-1, jagged canonical Notch ligand 1.

## Discussion

To our knowledge, this is the first study in which a detailed gene expression analysis was performed in isolated rat RMVs. Using a threshold of ≥ twofold enrichment in comparative transcriptome analysis we identified 1,004 genes enriched in RMVs over corresponding RT. Furthermore, we also comprehensively analyzed the whole transcriptional profile of BMVs and the respective BT. Significantly enriched genes were mainly related to vascular biological processes in both, RMV and BMV compartments. Our study also enables in-depth comparison of RMVs and BMVs, which is of major interest since embryologically the microvascular bed of the retina is deemed a derivative of the brain circulation. Despite this close ontogenetic relationship, the overall gene expression profiles of RMVs and BMVs displayed two distinct albeit closely neighbouring, clusters in the PCA analysis. Since both, RMVs and BMVs are characterized by a tight endothelial barrier and a suspiciously high endowment with pericytes, we scrutinized the classes of junctional complex, membrane transporter, and endothelial / pericyte signaling pathway genes.

Isolation of RMVs and BMVs was performed in exactly the same manner as described previously^13^. In this paper, we provided an in-depth characterization of the microvascular compartments showing that both, RMVs and BMVs were histologically devoid of any contamination by tissue fragments. Moreover, on the gene expression level, endothelial cell and pericyte marker genes displayed a distinct enrichment and a distinct depletion of astroglial, neuronal, and photoreceptor marker genes suggesting high purity of the isolated RMV and BMV compartments. This conclusion receives further support by the present study using microarray methodology. 

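Markers of vascular cells rose in both isolates, and neuronal markers fell further in BMVs than in RMVs. All 20 measured neuronal markers fell in BMVs (20 adjusted over the list alone), with log2 fold changes between -3.10 for Stmn2 and -1.72 for the synaptic gene Snap25. In RMVs 8 fell and Nrgn rose (8 and 1 adjusted over the list alone), and the test of the difference between compartments passed for all 20. Of 13 astrocyte markers 7 fell in BMVs and 4 in RMVs, where Gja1 rose, and of 7 markers of Müller glia, the glia of the retina, 3 fell in RMVs and the cytoskeletal gene Vim rose. With centring on the reference genes 19 of the neuronal and 9 of the astrocyte markers fell in RMVs, and 17 and 8 with centring on the array median. The former centring lowers all genes in RMVs against RT, since B2m among the reference genes was itself enriched in RMVs. Of 14 microglia markers 3 rose and Cx3cr1 fell in BMVs (camera, adjusted p = 0.692). Of 12 oligodendrocyte markers 9 fell in BMVs and Mal rose in RMVs. Of 23 photoreceptor markers Slc24a1 and the calcium sensor gene Guca1b (-1.26) fell in RMVs and 21 did not pass, with a median of -0.41 that lies at -0.74 relative to all genes. Gnat1 had -0.16, the arrestin gene Sag 0.08 and the outer segment gene Prph2 0.02 in RMVs over RT. The signal of Sag was 13.51 ± 0.13 in RMVs and 13.43 ± 0.05 in RT (SD, n = 6), against 5.73 ± 0.10 in BMVs. These values depend on the scaling: the photoreceptor median in RMVs over RT was -0.49 with quantile normalization, -1.34 with centring on the reference genes, where 18 of 23 fell, and -1.06 with centring on the array median, where 13 fell.
Camera's adjusted p in RMVs was 1.37e-14 for neurons, 0.000136 for astrocytes, 2.53e-05 for Müller glia and 7.39e-08 for photoreceptors, and 5.38e-16 for neurons, 2.51e-06 for astrocytes and 2.45e-06 for oligodendrocytes in BMVs. With an estimated correlation the adjusted p = 0.0511 for neurons, 0.128 for astrocytes, 0.0654 for Müller glia and 0.0674 for photoreceptors in RMVs. With centring on the reference genes the astrocyte and Müller glia lists did not pass in RMVs (0.0603 and 0.0545). In BMVs the estimated correlation gave 0.033 for neurons, and 0.0673 for astrocytes and for oligodendrocytes. Of 15 markers of inner retinal neurons 2 fell in RMVs (adjusted p = 3.78e-06, and 0.0756 with an estimated correlation), the bipolar cell gene Pcp2 with -1.05, which missed the threshold without RMV replicate 6, and Calb2 with -1.11.

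**Figure D3:**
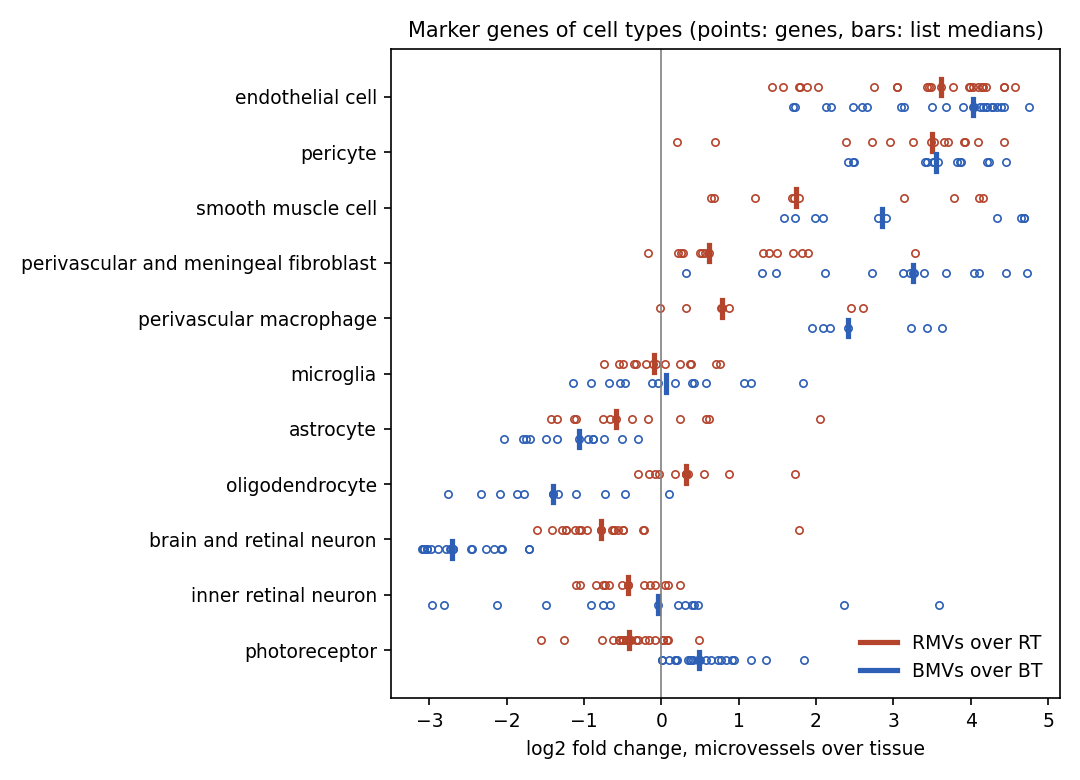
Log2 fold change of marker genes of 11 cell types in RMVs over RT (red) and BMVs over BT (blue), a point per gene with a bar at the median of the list. Neuronal markers lie between -3.10 and -1.72 in BMVs, and the photoreceptor markers in RMVs center on -0.41.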

Again, each total RNA isolate underwent a strict quality control procedure using a chip-based electrophoretic method. Extracts were only used for further analysis if the RNA integrity number was at least 8 as recommended previously^18^. For bioinformatics analysis, a threshold value of an at least twofold enrichment was applied to identify DEGs. This value was chosen to limit the number of hits, although a somewhat lower enrichment factor, ≥ 1.5 fold has been suggested suitable for identifying significant DEGs when complex tissues are studied^19^.

In order to validate the enrichment factors obtained by the microarray measurements we used results from qRT-PCR. Firstly, in samples of total RNA from the tissue isolates produced in the present study the expression levels of 6 target genes and 4 reference genes were measured. The degree of enrichment, expressed as log_2_ fold changes in RMVs and BMVs displayed a good correlation with the respective values obtained by microarray analysis. Secondly, 8 target genes measured by microfluidic card methodology as reported in our previous paper^13^ also revealed a good agreement of the enrichment factors (again expressed as log_2_ fold changes in RMVs and BMVs) with the respective values obtained in the present microarray study. The panel of target genes selected in both approaches contains endothelial and pericyte marker genes with some overlap (Slc2A1 and PDGFRb). The consistency of results derived from a wide range of genes and different starting materials provides strong support to the reliability of our microarray data.

The RMVs and BMVs are characterized by the expression of tight barriers, termed iBRB and BBB. These are characterized by the formation of intercellular macromolecular complexes consisting of tight junctions, adherens junctions, and gap junctions between the endothelial cells^20^. Functionally, iBRB and BBB are similar, since the permeability surface product for the small molecular tracers mannitol and sucrose has been found largely comparable^21^. In our study, both RMVs and BMVs expressed high levels (≥ twofold enrichment in at least one MV compartment) of a number of junction-related genes. These results clearly emphasize the functional importance of the tight intercellular junctions, yet also suggest some differences in their make-ups in RMVs and BMVs. The overall enrichment of junctional complex genes in RMVs and BMVs is not necessarily conflicted by a markedly lower expression level of Cx43 in BMVs than in BT. In fact, there is a high level in BT of Cx43 which has previously been shown to be the predominant Cx subtype in adult brain tissue, abundantly expressed in astrocytes^22^.

In agreement with the present study, distinctly high expression levels of junctional complex genes have previously been found in rat cortical MVs, despite major differences in the methods used for vessel isolation and gene quantification^23^. The tightness of the iBRB and BBB, which has been related to the expression level of junctional genes, also determines the susceptibility to endogenous or exogenous insults. For example, Tien et al. found that the downregulation of Cx43 in the retina induced by Cx43 siRNA or diabetes following streptozotocin injection, contributed to compromised retinal vascular homeostasis^24^. More recently, using immunohistochemistry and vasomotor response assessment, Ivanova and coworkers reported that Cx43 gene expression level in rat retinal capillaries was significantly decreased by hyperglycemia and that this decrease contributed to the vasomotor decline of the inner retinal capillaries^25^. Furthermore, it has been demonstrated that in vitro downregulation of the Cx43/ZO-1 complex in RMV or BMV endothelial cells contributes to the breakdown of the iBRB and BBB^26,27^. In the present study, we demonstrate that in physiological conditions the expression levels of Cx43, Cx40, and Ocln were significantly lower in RMVs compared to BMVs while the difference for ZO-1 did not reach the predetermined DEG level. Based on these observations, we speculate that the lower baseline expression of many tight junction-associated genes in RMVs might contribute to a higher susceptibility to e.g. hyperglycemia-induced damage of the iBRB compared to the BBB.

The tight interendothelial junctions of the iBRB and BBB effectively block the paracellular passage of hydrophilic solutes. Therefore, these compounds depend on a transcellular route to enter (or leave) the parenchymal tissue. However, this cannot be simple diffusion (due to the lipid membranes covering the endothelial cells). In the light of the paucity of transport vesicles, the movement of bulk amounts of many solutes requires the presence of endothelial transporters, which, therefore, take center stage in the barrier function. Systematic studies of the transporter gene expression patterns in the rodent iBRB have been limited until recently due to the difficulty in isolating MVs of sufficient quality and purity. Instead of RMVs, retinal vascular endothelial cells and a conditionally immortalized retinal capillary endothelial cell line (TR-iBRB2) have been used as iBRB models. Using these models, Tachikawa et al.^9^ studying 19 in- and efflux transporter mRNAs identified 5 of these (Abca9, Abcb1b, Abcc3, Abcc4, Abcc6 and Abcg2) with a suspiciously high expression level. Other studies have shown that Slc7a1 (high affinity cationic amino acid transporter 1, [CAT1]), Slc7a5 (large neutral amino acids transporter small subunit 1 [LAT-1]), Slc16a1 (monocarboxylate transporter 1 [MCT-1]) and Slc22a5 (organic transport transporter 2 [OCTN2]) mRNA were expressed in the TR-iBRB2 cell line^28–31^. In our study employing whole transcriptome analysis, we identified 355 SLC transporter genes of which 56 genes were ≥ twofold enriched in at least one MV compartment. Moreover, we identified 8 out of 47 ABC transporter genes to display a ≥ twofold enrichment in at least one MV compartment. Our findings expand the database of transporter genes expressed in the iBRB and also increase our knowledge of similarities and differences between iBRB and BBB. For instance, we found that the expression level of Slc2A1, which is a major transporter of glucose across the barriers, was expressed at comparable levels in both RMVs and BMVs. In contrast, a previous study described a markedly higher protein expression level in rat RMVs than BMVs with hyperglycemia-induced downregulation to occur only in RMVs^12^. In this previous study, RMVs and BMVs were isolated by different methods which may well have affected the analysis outcome. In our study, both RMVs and BMVs were isolated in an identical manner, thus allowing direct comparison of the results from both MV compartments. Our data show that in addition to Slc2A1, the insulin-sensitive glucose transporter Slc2A4 (Glut-4) also displayed a significant enrichment in RMVs and BMVs, although at much lower levels than Slc2A1. Using immunofluorescence microscopy, Slc2A4 has previously been localized in individual neurons of different brain areas^32^ and in endothelial cells of MVs isolated from the rat hypothalamus^33^. However, our data suggest a more widespread expression in the microvasculature of the brain and similarly in the retina, at a markedly lower level in RMVs than in BMVs. The presence of Slc2A4 is considered of functional importance in regulating glucose transport into neuronal tissues during hypoglycemia^34^. Based on our results we therefore speculate that RMVs may be less responsible compared to BMVs to changes in blood glucose concentrations, which subsequently may lead to impaired glucose control in the retina.

Quite uniquely, another member of the Slc family, Slc16a1 showed a considerably higher expression level in RMVs than in BMVs. Previously, Slc16a1 has been localized to brain endothelial cells, mainly on the luminal surface^35^. This protein effects transport of lactate and pyruvate, and the high expression level found in the present study may be taken to indicate a prominent role in RMVs although the functional importance of this is not yet clear.

In recent years, several critical signaling pathways of communication between endothelial cells and pericytes such as PDGFb / PDGFRb signaling, Tie2 / Ang signaling, TGF-β signaling and Notch signaling have been described^14,16^. The communication between endothelial cells and pericytes in BMVs has been shown to contribute to the formation and maintenance of the BBB integrity^36^, and of the iBRB alike^37^. Moreover, endothelial cell—pericyte interaction is of outmost importance in the regulation of (micro)vascular development, stabilization, maturation, and remodeling as reviewed elsewhere^38^. In accord, we found many genes of these signaling pathways in the pool of common genes highly enriched in the BMVs and RMVs yielding significant enrichment scores for vasculature-related pathways. By far the highest enrichment score was for the NOTCH signaling pathway, which has been suggested to play a pivotal role in the regulation of arteriogenesis and angiogenesis^39^. Despite the agreement of BMV and RMV gene expression within the common gene pool, slight differences between these MV compartments were noted. These differences are reflected in the higher number of individual genes enriched over tissue in BMVs compared to RMVs, and they are also reflected in the distinct clustering of RMVs and BMVs seen in the PCA.

In summary, we provide for the first time comparative transcriptional profiles of rat retinal and cerebral microvasculature from the same rats. In spite of largely comparable results in the groups of genes in our focus some remarkable differences were encountered as well, first of all higher expression levels of solute carrier genes in BMVs. These differences may provide further insight into the mechanism(s) underlying the higher susceptibility of retina tissue to systemic stressors such as diabetes and arterial hypertension, and they may hopefully generate new protective approaches such as stimulation of carrier(s) in RMVs. Most resasonably,the results of the current study call for a follow-up on the protein expression level, and the lack of such data on protein is a limitation of our study. In fact, a shotgun type of proteome survey would probably best reflect our transcriptional approach. First studies in this direction have already been presented for full retina and brain tissue samples^40,41^, and similar measurements should also be applicable to the RMV and BMV compartments isolated by our novel protocol. Nevertheless, our study by increasing the knowledge of gene expression patterns in retina and brain microvascular systems might well be instrumental to understand why retina and brain show different susceptibilities to stressors and even provide new targets for specific pharmacological interventions.

## Materials and methods

### Experimental animals

This study was approved by the Animal Ethics Committee at the regional council in Karlsruhe (Germany). Application, approval, and animal care complied with the ethical regulations of the Directive 2010/63/EU, and all experimental procedures as well as data analysis and reporting met the ARRIVE guidelines as introduced by Kilkenny and coworkers^42^. Male Wistar rats purchased from Janvier (Isle St- Genest, France) were used in this study. They were housed following a standard 12-h light/dark cycle in a temperature-controlled environment, and with free access to food and tap water. Six rats (aged 12 weeks with a body weight of 546 ± 17 g) were anesthetized deeply with CO_2_ inhalation and sacrificed. Brains were dissected by removing meninges, superficial vessels, choroid plexus and white matter. Eyes and brain hemispheres were snap-frozen in liquid nitrogen and stored at -80 °C until use.

### Isolation of microvessels

The retinal and brain microvessels were isolated as described previously^13^. Briefly, frozen eyes from individual rats were cryosectioned (HBM500, Microm, Nussloch, Germany). A section of 50 µm was collected for RNA extraction from total retina tissue. The other sections were transferred into a glass tube containing 3 ml phosphate-buffered saline (PBS / 1% dextran (Dextran 70,000, Roth); PBS: NaCl 137 mM, KCl 2.7 mM, Na_2_HPO_4_ 10 mM, KH_2_PO_4_, 1.8 mM, pH 7.4). This retinal preparation was homogenized using a motor-driven homogenizer (Homgen plus, Schuett Biotec, Goettingen, Germany; 60 rpm, 20 upstrokes). For BMVs isolation, serial sections were prepared from an individual hemisphere, of which three sections were taken for total RNA extraction from full tissue. The remaining sections were homogenized in the same way as for RMVs isolation. Thereafter, the brain and retinal suspension were individually transferred onto a density gradient column (3 ml PBS / 31% dextran in the lower phase and 3 ml PBS / 18% dextran in the upper phase) and centrifuged for 15 min (1300 g). Finally, both RMVs and BMVs were captured after filtration over a 60 µm nylon mesh. All the procedures were performed at ≤ 4^o^ C.

### RNA preparations and quality control

The samples were immersed in 350 µl lysis buffer (RLT solution; Qiagen, Germany) plus 3.5 µl mercaptoethanol (Sigma), and then pulled ten times through a 22-gauge needle. Total RNA was obtained from individual MV samples or RT and BT with RNeasy® Plus Micro kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. The concentration and quantity were determined using the Agilent 6000 Pico kit (RMVs and BMVs), or Agilent Nano kit (brain and retinal tissues) on an Agilent 2100 bioanalyzer (Agilent Technologies, Waldbronn, Germany). Only samples with an integrity number (RIN) > 8.0 were used for microarray processing.

### Microarray processing

For each sample, 1 ng of total RNA was amplified using the GeneChip® WT Pico Reagent Kit (Affymetrix) according to the manufacturer's protocol. 20 μg of cRNA was used as input for the second cycle of cDNA reaction. 5.5 μg of single-stranded cDNA was used as input for the fragmentation reaction. The Affymetrix Genechip WT Terminal labeling kit was used for fragmentation and biotin labeling. Finally, the samples were hybridized to the whole-transcriptome Rat Gene 2.0 ST microarrays (Affymetrix) on the Genechip Fluidics Station 450 (Affymetrix), scanned using the Genechip Scanner 7G (Affymetrix) and the raw intensity values stored in CEL files by the GeneChip® Operating Software (Affymetrix). These raw CEL files were normalized using the Affymetrix® Expression Console Software (version 4.0, Affymetrix) and the adjusted intensity values were transformed to log2 format. The complete microarray dataset is available at Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE110675.

### Microarray data analysis

The microarray data were analyzed with R software using LIMMA package (version 3.02; R Development Core Team, 2013). To assess the microvascular gene expression profiles, we identified DEGs between MVs and the respective full tissue using a threshold of ≥ twofold enrichment and a FDR corrected for multiple comparisons (p < 0.05). In a second pairwise comparison, we identified DEGs between RMVs and BMVs with the same parameters applied as described above.

To investigate the functional classifications of these DEGs, biological process categories were analyzed using the Gene Ontology (GO) Consortium database (http://geneontology.org/). Pathways analysis was performed using the PANTHER Classification System^43^. Enrichment scores were obtained using a Bonferroni adjusted p < 0.05 level of significance.

### Validation of target genes by qRT-PCR

Aliquots of total RNA were taken from all samples and cDNA synthesis was performed as previously described^44^. The qRT-PCR analyses were performed in a ViiA 7 PCR System (Applied Biosystems, Nieuwerkerk aan den IJssel, The Netherlands) using the assay-on-demand primer and probe sets (from Applied Biosystems) listed in Table 1. All measurements were performed in duplicate and the mean values used for further analyses. Using the 2^-ΔCt^ methodology we calculated the ratio of the relative expression level for each of the 6 selected target genes to the expression level of 4 reference genes (for the latter the geometric mean values were used). The enrichment factors in RMVs and BMVs for each of the selected target genes were calculated for the microarray and qRT-PCR measurements (applying the 2^-ΔΔCt^ approach) and the mean values obtained from each experimental group used for correlation analysis.

How the deposited data were processed for this re-analysis (not part of the article)

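RNA of retinal microvessels (RMVs), retinal tissue (RT), brain microvessels (BMVs) and brain tissue (BT) of 6 male Wistar rats aged 12 weeks was measured on Affymetrix Rat Gene 2.0 ST arrays, with 6 arrays per group and 24 in all. Each array was assigned to its group and replicate number by its label. The authors normalized the arrays in the Affymetrix Expression Console Software (version 4.0) and transformed the signals to log2 before they were deposited. The method of normalization, the summarization and the annotation build are not given in the sources used here. It was checked that the values lie on a log2 scale, that they are not centred per gene and that the medians of the arrays differ between groups. The values were used as deposited, without a further normalization.

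The deposited values cover 36685 transcript clusters. Of these, 19086 are listed with a gene in the annotation used here, 18511 of them with a single symbol and 575 with several, and 17599 are listed without one. Clusters with several symbols were left out of the tests of genes. For the 291 genes with several clusters, the cluster with the highest mean over all 24 arrays was kept, which gave 18166 genes. Clusters without a symbol were tested apart. Symbols were matched through Entrez identifiers for 18394 of the clusters with a single symbol. Names of the paper were matched to current symbols, as ZO-1 to Tjp1, Cx37 to Gja4, Cx43 to Gja1, Cx40 to Gja5, Slc6a20 to Slc6a20a and Slc9a3r2 to Nherf2.

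All tests of genes used limma 3.58.1 in R 4.3.3. The 4 groups entered a single linear model without a replicate block, with empirical Bayes moderation (prior degrees of freedom 5.73), so that all groups share an estimate of the spread. Contrasts were RMV minus RT, BMV minus BT, RMV minus BMV, RT minus BT, and the difference between the first pair of contrasts, which tests whether enrichment differs between retina and brain. A gene counted as higher or lower at an absolute log2 fold change of at least 1 (2-fold) and an adjusted p under 0.05 by the method of Benjamini and Hochberg over all 18166 genes. All tests were two-sided. Beside the counts it is given for how many genes all 6 arrays of a group lie above all 6 of the other, which chance gives for 0.216% of genes not chosen on these arrays, so that for genes past the thresholds it is a description and no test. The overlap of both enriched sets was described by Fisher's exact test over genes, which are not independent. Principal components were computed from all 18166 genes centred on their means, and arrays were clustered by average linkage on the Euclidean distance.

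Gene lists of 41 groups were tested with limma's camera at a preset correlation between genes of 0.01 and with an estimated correlation, and with limma's fry, with an adjustment over the lists within each contrast. The lists cover cell types (endothelial cell, arterial and venous endothelium, pericyte, smooth muscle cell, perivascular and meningeal fibroblast, perivascular macrophage, microglia, leukocyte, red blood cell, astrocyte, Müller glia, neuron, photoreceptor, inner retinal neuron, oligodendrocyte, choroid plexus, ependymal cell, retinal pigment epithelium, lens and cornea, skeletal muscle), structures (tight and adherens junction, gap junction, basement membrane, caveolae and transcytosis), signaling (Notch, TGF-β, PDGF, Tie2 and angiopoietin, VEGF, Wnt and norrin, Toll receptor, integrin), responses (interferon, antigen presentation, immediate early genes, glycolysis), the SLC, ABC and ribosomal protein families and the reference genes of the qRT-PCR. For each list it is given how many measured genes were higher, lower or past neither threshold, and the count adjusted over the list alone. Lists that hold genes of Tables 2 to 5 were also counted without them, since these tables were chosen on the same samples.

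The model, the thresholds, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. Named are all genes of the paper's text and Tables 1 to 5, whose printed values had been seen. Also named are the 10 largest changes in either direction of RMV minus RT, BMV minus BT and RMV minus BMV among genes past both thresholds with no overlap between arrays, and the 5 largest in either direction for the difference in enrichment. From each list the 1 to 4 members with the largest change are named, and members that do not follow their list.

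The alternatives were quantile normalization of all arrays, centring of each array on the measured reference genes (3 of 4) or on its median over all clusters, the mean of all clusters of a gene, all clusters counted singly, removal of genes with a mean signal below the first quartile or below the median of all genes, a fit of the compared groups alone, the replicate number as a block, eBayes with trend and robust, array weights, limma's treat at a fold of 2, a threshold of 1.5-fold, leaving out each array in turn, other centring for the principal components, and the estimated correlation for the lists. Explanations of patterns were tested on fixed lists and on 1343 olfactory and vomeronasal receptor genes. A first test of why more genes are higher in microvessels compared counts after quantile normalization, whose outcome that method fixes, and it was replaced by the receptor genes in BMVs after values were seen. For each contrast, 100 splits of the arrays into groups of the same sizes, the real one included, were fitted with a fixed seed.

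Detection was tested on simulated data with the spread of these arrays, with 50 changed genes per fold. The noise was independent between genes and arrays, and no shift between arrays was simulated. A fold of 2.5 was called for 49 or 50 of 50 genes in each contrast, with 0 false calls by limma, while a fold of 1.5 was called for at most 1 of 50, as it lies under the threshold. Within groups the lowest Pearson correlation between arrays over all genes was 0.988.

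The qRT-PCR values, the GO and PANTHER classifications and the histology were not analysed here. The genes Jam2, Slc16a4, Slc39a10, Slco3a1, Tgfbr2 and Gapdh were not analysed here, as no cluster with their symbol alone is listed in the annotation used here. Slco1a2 was not matched, as the annotation gives it as a further symbol of both Slco1a4 and Slco1a5. Some further genes of the paper's tables are not reported here.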

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

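Differences between retina and brain in how far a gene or cell type was enriched in microvessels make up most of these results. Each gene and list below was tested in the planned contrast of both enrichments, and only the test of photoreceptor genes between RMVs and BMVs was chosen after the result was seen. Values are log2 differences, RMVs over RT minus BMVs over BT, so that a negative value stands for a stronger enrichment in the brain. The adjusted p from limma was at most 0.0146 for the genes, that of Slc10a3.

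Transporter genes had stronger enrichment in BMVs, with -4.20 for Slc6a13, -3.49 for Slc22a6, -2.98 for Slc12a7, -2.94 for Slc6a20a, -2.72 for Slc13a4, -2.57 for Slc7a11, -2.34 for Slc26a10, -1.88 for Slc7a5, -1.85 for Slc39a4, -1.76 for Slc25a35, -1.66 for Slc16a12, -1.61 for Slc5a5, -1.57 for Slc24a1, -1.38 for Slc12a8, -1.34 for Slc2a12, -1.28 for Slc52a2, -1.26 for Slc25a45, -1.18 for Slc22a8, -1.11 for Slc31a2, -1.09 for Slc10a7 and -1.00 for Slc10a3. Among the ABC genes these were -3.09 for Abca9, -1.15 for Abcc4 and -1.04 for Abcc6, whereas Abcb1b had 1.60. Slc10a3, Slc22a8 and Abcc6 missed the threshold when certain arrays were left out. Slc7a11 and Slc24a1 fell in RMVs and did not pass in BMVs. These values hold the difference between the tissues too and do not give the level in RMVs against BMVs. Slc12a7 had -0.56 in RMVs over BMVs and 2.42 in RT over BT, while Slc22a6 had -3.64 and -0.15. Slc25a35 and Slc31a2 had higher signals in RMVs than in BMVs, by 0.81 and 1.32.

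Further genes had stronger enrichment in BMVs, with -4.51 for Lum, whose signal lies at the background in RMVs and RT, -4.10 for Tfap2b, -3.97 for Prom1, -3.59 for Cfd, -2.03 for Jag1, -1.72 for Gja5, -1.39 for Angpt2 and -1.35 for Plscr2, and Nup62cl had -1.89. P2ry14 was more enriched in RMVs, with 1.09, and so was Gja1, with 2.35.

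For neuronal genes and the guanine deaminase gene Gda the change in BMVs lay below that in RMVs, where Nrgn and Gda rose, and Gda did not pass in BMVs. The differences were 4.15 for Gda, 4.07 for Gabra5, 3.85 for Nrgn, 3.75 for Ano3, 3.64 for Kcnv1, 2.78 for Cntnap5b, 2.77 for Htr2c, 2.74 for Fgf14, 2.71 for Dpp10, 2.58 for Lamp5, 2.56 for Napb, 2.33 for Olfm3, 2.19 for Chgb, 1.99 for Kcnc2, 1.88 for Gabra3, 1.48 for Nefl and 1.16 for Ndn.

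Among the lists, the median difference was -2.29 for perivascular and meningeal fibroblasts, -1.22 for perivascular macrophages, -1.07 for choroid plexus, -1.00 for photoreceptors, -0.92 for smooth muscle cells, -0.70 for arterial endothelium, -0.70 for antigen presentation, -0.69 for Wnt and norrin signaling, -0.56 for the basement membrane, -0.53 for Notch signaling, -0.48 for integrins, -0.41 for TGF-β signaling, -0.37 for tight and adherens junctions, -0.32 for Toll receptor signaling and -0.25 for caveolae. It was 1.86 for neurons, 1.72 for oligodendrocytes and 0.57 for astrocytes. These positive values go with lower means of the markers in BMVs than in BT. Means of oligodendrocyte markers were 6.08 to 6.29 in RT arrays and 6.44 to 6.56 in RMV arrays. In BT arrays they were 10.25 to 10.46 and in BMV arrays 8.72 to 9.22, so that their value reflects mostly the fall in BMVs. The photoreceptor value is no sign of enrichment in the brain, as the median in BMVs over BT turned from 0.48 to -0.16 under quantile normalization, where the difference was -0.38. Camera passed for each of these lists at the preset correlation, and with an estimated correlation for perivascular macrophages alone (adjusted p = 0.0179). With quantile normalization the astrocyte and caveolae lists did not pass (adjusted p = 0.122 and 0.0911). Nor did the caveolae list with centring on the reference genes (adjusted p = 0.0662), the arterial list without genes below the first quartile or the median of signal (adjusted p = 0.0567 and 0.161) and the astrocyte list without genes below the median (adjusted p = 0.151).

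Single arrays stood apart from their group in 14 of 148 groups of 6 arrays, by a gap to the nearest array, relative to the range, above Dixon's critical value. Chance gives this in about 1 of 20 groups, or 7.4 here. The RT array of replicate 5 had a Gja1 signal of 8.90, where the others lay between 6.53 and 7.19, and a mean of 8.28 over the choroid plexus genes, where the others lay between 6.84 and 7.36. This RT array was also the highest over genes of the retinal pigment epithelium, with 7.96 (others 6.24 to 6.95), a gap that stayed under the critical value. The RMV array of replicate 5 had means of 7.53 over the choroid plexus genes (others 6.75 to 7.03) and 7.26 over genes of the retinal pigment epithelium (others 6.33 to 6.62), and an Slc2a4 signal of 7.42 (others 7.76 to 7.94). The choroid plexus result of RMVs over RT had an adjusted p of 0.0406 and did not pass without RT replicate 5, RMV replicate 2 or RMV replicate 3, nor with quantile normalization (0.127) or either centring. The RMV array of replicate 6 was low, with 9.63 over Müller glia genes (others 9.91 to 9.98), 9.21 over neuronal genes (others 9.40 to 9.49) and 13.66 for Gnat1 (others 13.85 to 13.97). The BMV array of replicate 5 was low over smooth muscle genes, with 9.45 (others 9.75 to 9.86), and for Dcn, with 12.44 (others 12.74 to 12.86). The BMV array of replicate 1 stood high over pericyte genes, with 11.16 (others 10.99 to 11.05). In the tissues, BT replicate 1 was low over smooth muscle genes, with 6.44 (others 6.59 to 6.66), RT replicate 1 high for Gnat1, with 14.12 (others 13.99 to 14.03), and RT replicate 3 low for Tgfb1, with 6.52 (others 6.64 to 6.68).

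Some signals appeared in comparisons or genes that the paper does not discuss. Between the tissues, 1143 genes were higher and 2025 lower in RT than in BT. Of the 17599 clusters without a gene symbol, 3725 were higher in RMVs than in RT and 4224 higher in BMVs than in BT. Of the olfactory and vomeronasal receptor genes 103 were higher in RMVs than in RT. All 23 photoreceptor genes were higher in RMVs than in BMVs, with a median of 5.32.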

How the results depend on the processing

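The direction of called results of named genes held under the alternatives, while the counts of differentially expressed genes depended on the scaling of the arrays. A change of sign was counted only where a gene passed the thresholds in either of the fits compared. Many named genes were chosen for large changes, so shifts of scale could hardly reverse them. The median of all genes in RMVs over RT did turn, from 0.33 to -0.15 (log2) with quantile normalization. All alternatives here were planned. Over 795 results of named genes and 164 results of gene lists, no called gene changed sign, and no called list changed its direction relative to other genes, under any alternative run. The medians of some called lists did change sign: those of photoreceptors in BMVs over BT and of fibroblasts in RMVs over RT with quantile normalization and both centrings, those of perivascular macrophages, junctions, Notch and Toll receptor signaling in RMVs over RT with centring on the reference genes, and that of choroid plexus in RMVs over RT without RT replicate 5. Calls of genes stayed the same for 795 of 795 with eBayes with trend and robust and with the replicate block, for 794 with the mean of all clusters of a gene, for 791 with array weights, for 694 of 694 when only the compared groups were fitted, and for 761 of 761 and 540 of 540 of the genes left after removal of those below the first quartile or the median of signal. With quantile normalization 724 calls stayed the same, with centring on the reference genes 694 and with centring on the array median 685. For the lists 148 of 164 stayed the same with quantile normalization, and 90 with an estimated correlation between genes, where the other 74 no longer passed.

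On the deposited scale 1873 genes were higher and 172 lower in RMVs than in RT, and 2969 higher and 1903 lower in BMVs than in BT. With quantile normalization these were 933 and 917 for RMVs and 1800 higher for BMVs, and 786 in place of 1341 genes were enriched in both. With centring on the reference genes, 498 genes were higher and 4132 lower in RMVs than in RT, 1405 higher and 3827 lower in BMVs than in BT, and 2242 higher and 1294 lower in RT than in BT, where the main counts are 1143 and 2025. Then 1203 genes were more enriched in retina and 2033 in brain, against 1893 and 935, 440 genes were enriched in both and 53 in place of 84 SLC genes were enriched. With centring on the array median, 683 genes were higher and 1928 lower in RMVs than in RT, 1393 higher and 3873 lower in BMVs than in BT, 672 higher and 1854 lower in RMVs than in BMVs (1040 and 953 as deposited), and 755 higher in RT than in BT. There 557 genes were enriched in both, 54 SLC genes were enriched, and 6 in place of 3 genes of Table 2 and 8 in place of 4 genes of Table 5 were lower in RMVs than in BMVs. The balance of higher and lower genes therefore turned with the scaling, and beyond the receptor genes described under the other observations the cause was not tested.

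Other counts followed from how many features were tested or from the threshold. With all clusters, 5671 were higher and 265 lower in RMVs than in RT, 7284 higher in BMVs than in BT, 2495 higher in RMVs than in BMVs, 3426 higher in RT than in BT, 2000 more enriched in brain and 3894 enriched in both. Without genes below the median signal, 992 were higher in RMVs than in RT, 1622 higher in BMVs than in BT, 613 higher and 612 lower in RMVs than in BMVs, 648 higher in RT than in BT, 571 more enriched in brain and 816 enriched in both, with 42 SLC and 7 ABC genes enriched. With limma's treat at a fold of 2, 1079 were higher and 46 lower in RMVs than in RT, 648 higher and 449 lower in RMVs than in BMVs, 739 higher in RT than in BT, 1085 more enriched in retina, 372 in brain and 866 in both. By this test 10 in place of 26 genes of Tables 3 and 4 differed between RMVs and BMVs, and 1 gene of Table 2 and 2 genes of Table 5 were lower in RMVs. At a fold of 1.5, 5403 genes were higher and 876 lower in RMVs than in RT, 5839 and 3062 in BMVs than in BT, 2605 and 2448 in RMVs than in BMVs, and 2792 and 3641 in RT than in BT. Then 3792 were more enriched in retina, 2460 in brain and 3375 in both, 170 SLC and 25 ABC genes were enriched, 42 genes of Tables 3 and 4 differed between RMVs and BMVs, and 6 genes of Table 2 and 9 of Table 5 were lower in RMVs. The first and second principal component held 99.3% and 0.336% of the variance without centring of the genes, and 45.2% and 25.8% with scaling to unit variance, against 49.6% and 37.7%.

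When each array was left out in turn, 18962 of 19080 gene calls stayed the same. The count of Table 5 genes lower in RMVs than in BMVs lay between 4 and 7, the latter without RMV replicate 6. Slc10a3 missed the threshold for a difference in enrichment in 10 of these fits, and Abcc6 and Abcb1b missed that for RMVs over RT in 5 each. Other counts moved little, as that of genes higher in RMVs than in RT, with 1829 to 1929.

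With the replicate number as a block, 1873 genes were higher in RMVs than in RT and 937 in place of 935 were more enriched in brain. In this replicate block fit the perivascular macrophage list no longer passed in RMVs over RT (camera, adjusted p = 0.0502), and the retinal pigment epithelium list in RMVs over BMVs (0.0303) and the interferon list in the difference of enrichment (0.0427) passed. No other call of a list or of a gene named by the rule changed. The paper gives retinal and brain profiles of the same rats, but neither its text nor the labels say that a replicate number marks a rat, so the numbers were not treated as pairs. After removal of the group means, the correlation of arrays with like numbers exceeded 0.1 for at most 2 of 6 pairs between any of the groups. Between RMVs and RT, 5 of 6 arrays correlated best with their own number, and between RMVs and BT 4 of 6. The other pairs of groups gave 1 to 3 of 6. By the paper's methods the RT section and the RMV sections were cut from the same eyes. That like numbers mark the same rat therefore stays possible, and the main model does not use it.

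In simulated arrays with independent noise, the number of arrays did not limit changes of 2.5-fold or more, and smaller changes near the threshold depend on the spread of each gene. Shifts between arrays, on which the counts above depend, were not simulated.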

Differences from the paper's values

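The alternatives named here were set before the data were examined, and in this part only the marker counts with centring, the reading of printed values as log2 differences and the exchange of printed means were chosen after results were seen. A value is listed where it differs from the paper's by more than 1.5 times. Mean signals had to differ by more than the replicate SD and the paper's error (an SEM) as well. Fold changes had to differ by more than the combined replicate SD of both groups as well, without the paper's error. Counts use the thresholds that the paper states, a fold of 2 and an adjusted p under 0.05. For any value, the alternatives that are not named as coming within these limits differ from the paper's value as well.

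The paper's count of genes higher in RMVs than in RT is 1004, and 1873 were found here. It is within 1.5 times under quantile normalization (933), centring on the array median (683), removal of genes below the median signal (992) and limma's treat (1079). The paper's count of genes lower in RMVs is 555, against 172 here, and it is not reached under any alternative. For genes higher in BMVs than in BT the paper's count is 1956, against 2969 here, and it is within 1.5 times under quantile normalization (1800), centring on the reference genes (1405), centring on the array median (1393), removal of genes below the first quartile (2561) or the median (1622) of signal, and treat (2098). The paper's count of genes enriched in both is 854, against 1341 here, and it is within 1.5 times under quantile normalization (786), removal of genes below the first quartile (1231) or the median (816), and treat (866). The paper's count of ABC genes enriched in RMVs or BMVs is 8, against 15 here, with 10 under quantile normalization and under both centrings, 11 without genes below the first quartile and 7 without those below the median of signal. The paper's Table 4 lists 9 such genes.

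The paper's share of the variance on the first principal component (PC1) is 95%, against 49.6% here, and without centring of the genes it is 99.3%. The paper's share on the second component (PC2) is 3%, against 37.7% here, and no alternative reaches it, with 0.336% without centring and 25.8% with scaling.

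Of 79 genes of the tables that were measured, the fold changes of RMVs over RT differ for 11, those of BMVs over BT for 11 and those of RMVs over BMVs for 7. With quantile normalization these are 2, 7 and 3, with centring on the reference genes 48, 16 and 7, and with centring on the array median 11, 17 and 11. The centrings thus bring some values within the limits and take others out, as does quantile normalization for BMVs over BT. Across genes, which are not independent replicates, the Pearson correlation of the log2 fold changes with the paper's is 0.973, 0.951 and 0.927.

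For RMVs over RT, the paper's fold changes are 1.7 for Slc2a12 (2.90 here), 1.4 for Slc5a5 (2.33), 1.8 for Slc12a4 (2.94), 1.1 for Slc12a8 (1.77), 1.7 for Slc16a12 (2.57), 2.7 for Slc22a18 (4.77), 1.4 for Slc26a10 (2.41), 1.7 for Abcg3l1 (3.41) and 1.3 for Angpt1 (2.29). Each is within the limits under quantile normalization, centring on the reference genes and centring on the array median, and Slc16a12 also with array weights (2.54) and without any of 7 single arrays. The paper's value for Slc38a11 is 1.7, against 4.06 here, and it is within the limits with centring on the reference genes (2.13). The paper's value for Slc19a3 is 13.1, against 7.69 here, which no alternative reaches.

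For BMVs over BT, the paper's fold changes are 5.0 for Slc7a15 (7.88 here), 2.1 for Slc12a8 (4.59), 11.5 for Slc22a6 (17.3), 4.9 for Slc25a45 (8.16), 2.8 for Slc39a4 (5.47), 9.7 for Slc39a8 (15.1), 4.1 for Slc43a1 (6.99), 12.3 for Abcb1a (19.5), 2.6 for Abcc6 (4.14), 11.0 for Tek (17.8) and 10.1 for Dll4 (17.0). All are within the limits under the same 3 scalings, and when single arrays were left out Slc7a15 was so in 1 fit and Slc22a6 and Slc39a8 in 5 each.

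For RMVs over BMVs, with negative values for a lower signal in RMVs, the paper's fold changes are -2.2 for Slc8b1 (-1.39 here), -2.7 for Slc16a11 (-1.72), -3.9 for Slc16a12 (-2.52) and -1.5 for Slc38a11 (1.12). These are within the limits under quantile normalization and centring on the array median, and Slc16a12 also without either of 2 single arrays. The paper's value for Slc2a12 is -6.4 (-3.25 here) and for Abcc1 0.6 (1.75 here), which, as printed, no alternative reaches. The paper's value for Abcc9 is 0.7, against 1.29 here, and it is within the limits with centring on the array median (1.05). A signed fold cannot lie at 0.6 or 0.7, and the means printed for these genes in the paper's Table 4 differ by 0.8 and 0.4 in favor of RMVs. Read as log2 differences, both values are within 1.5 times of those here.

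Of the paper's mean log2 signals, these differ: for BT, 6.1 for Gja5 (5.34 here), 5.7 for Slc12a8 (5.06), 6 for Slc22a18 (5.40), 6.3 for Slc38a5 (5.52) and 5.5 for Slc43a1 (4.87); for RMVs, 5.9 for Slc12a8 (6.49) and 6 for Slc16a12 (6.62); for BMVs, 7.3 for Slc39a4 (7.96); and for RT, 5.2 for Abcg3l1 (4.56). Each is within the limits under quantile normalization and both centrings. When single arrays were left out, this held for Slc12a8 in RMVs in 3 fits, for Slc16a12 in 2, and for Slc22a18 and Slc43a1 in BT and Abcg3l1 in RT in 1 each. The paper's signal of Slc38a11 in RT is 5.8 (4.90 here, and 5.44 with centring on the reference genes, which is within the limits). The paper's signals of Slc19a3 are 10.4 in RMVs and 11 in BMVs (9.08 and 10.18 here), that of Dll4 in BT is 8.6 (6.32 here) and that of Notch1 in BT is 6.9 (8.71 here), and no alternative reaches these as printed. If the BT means of Dll4 and Notch1 were exchanged, both would lie closer to the values here, and the printed means of BMVs and BT would differ by 3.3 and 2.8, beside 3.34 and 2.74 for the log2 of the printed folds. In the paper's Table 5 the printed means of BMVs and BT differ by 1.6 for Dll4, 2.7 for Jag1 and 4.5 for Notch1 on the log2 scale, beside the paper's printed folds of 10.1, 10 and 6.7.

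Some statements of the paper go with other values here. The paper lists Slc16a11 among the enriched SLC genes, and here it passed in neither compartment, with a log2 fold change of 0.82 in BMVs. The paper gives a lower expression of Cx43 in BMVs than in BT. Here Gja1 fell by 0.30 on the log2 scale with an adjusted p of 0.242 from limma, and over the alternatives that p lay between 0.00063 and 0.38. The fit of the BMV and BT arrays alone, both centrings and the fit without RT replicate 5 passed 0.05, and no alternative reached 2-fold. From an earlier study the paper gives a loss of astroglial, neuronal and photoreceptor markers in both isolates, and it states that the present arrays add to this. Here 20 of 20 neuronal and 7 of 13 astrocyte markers were lower in BMVs, 8 of 20 and 4 of 13 were lower in RMVs, and 2 of 23 photoreceptor markers were lower in RMVs, counted on the deposited scale. Centring on the reference genes gave 19 of 20 neuronal, 9 of 13 astrocyte and 18 of 23 photoreceptor markers lower in RMVs. This centring lowers all genes in RMVs against RT, since B2m among the reference genes was itself enriched in RMVs. With centring on the array median, which does not use the reference genes, 17, 8 and 13 of these markers were lower. Quantile normalization gave 10, 5 and 2. As lists, camera placed all 3 below other genes in RMVs, with an adjusted p of 1.37e-14 for neurons, 0.000136 for astrocytes and 7.39e-08 for photoreceptors, and 0.0511, 0.128 and 0.0674 with an estimated correlation. With centring on the reference genes the astrocyte list did not pass (0.0603).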

Other observations

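Among all genes, the largest log2 fold change of RMVs over BMVs was 9.35 for Gnat1, followed by 8.98 for the transducin subunit gene Gngt1, 8.17 for the rod channel gene Cnga1, 7.93 for the calcium sensor gene Rcvrn and 7.83 for the retinoid carrier gene Rbp3, and the photoreceptor genes Sag, Pdc, Prph2, Rp1 and Impg2 followed with values between 7.03 and 7.78. The signals of Gnat1, Gngt1 and Cnga1 in BMVs were 4.52, 3.91 and 3.81, where olfactory and vomeronasal receptor genes had a median of 4.14, so that values of genes at this floor are lower bounds and their order depends on it. On the other side, the proteoglycan genes Dcn and Lum had -6.75 and -6.16, Slc6a13 -4.75, Atp13a5 of pericytes -4.72, Fam180a -4.68, Bmp6 -4.67, the complement gene Cfd -4.62, the collagen gene Col12a1 -4.55, Slc13a4 -4.34 and the glial lipid carrier gene Fabp7 -4.32. In all, 1040 genes were higher and 953 lower in RMVs than in BMVs (52.2% higher), and with quantile normalization 883 and 1289 (40.7% higher), which share 840 and 894 with these. Of the 1040 genes, 532 were also higher in RT than in BT (51.2%, where independent lists would share 65.4), and 87 were enriched in RMVs over RT (8.37%). Of the 953 genes, 445 were also lower in RT than in BT (46.7%, where independent lists would share 106), and 602 were enriched in BMVs over BT (63.2%).

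Further gene groups were measured in the isolates. Interferon response genes rose in both, 11 of 14 in RMVs and 13 in BMVs (camera, adjusted p = 0.000515 and 0.00039, and 0.265 and 0.257 with an estimated correlation). Of 13 antigen presentation genes 8 and 12 rose (adjusted p = 0.000247 and 5.87e-05, and 0.0756 and 0.0673 with an estimated correlation), and 6 were lower in RMVs than in BMVs (adjusted p = 2.44e-05, and 0.0389 with an estimated correlation). Of 11 glycolysis genes 4 fell in each isolate (adjusted p = 2.96e-07 and 1.14e-05, and 0.0511 and 0.0673 with an estimated correlation). Red blood cell genes rose in RMVs, 5 of 6 (adjusted p = 0.016, and 0.129 with an estimated correlation), and 1 of 6 in BMVs (adjusted p = 0.851, with a median that turns from 0.28 to -0.19 under quantile normalization). Of 11 leukocyte genes 4 and 5 rose (adjusted p = 0.0834 and 0.0395, and 0.28 and 0.207 with an estimated correlation). The call in BMVs was also lost with quantile normalization (0.115), without genes below the first quartile (0.083) and in the fit of both groups alone (0.0506). In RMVs the leukocyte list passed with centring on the reference genes (0.0156) and the array median (0.0245) and in the fit of both groups alone (0.0397). Of 13 immediate early genes 4 and 6 rose (adjusted p = 0.188 and 0.348). This list passed in RMVs with quantile normalization (0.0318) and both centrings (0.000828 and 0.00485), and in BMVs with both centrings (0.0336 and 0.0276). Microglia genes were lower in RMVs than in BMVs, 11 of 14 (adjusted p = 5.61e-09, and 0.00829 with an estimated correlation), as in RT against BT, with 12 of 14. Counts adjusted over the list alone were the same for each of these lists. The 7 choroid plexus genes did not pass singly in RMVs over RT (camera, adjusted p = 0.0406, and 0.306 with an estimated correlation), and 2 rose in BMVs (adjusted p = 0.279). Of 5 ependymal genes 1 rose in RMVs and 1 fell in BMVs (adjusted p = 0.22 and 0.692). The 11 genes of the retinal pigment epithelium did not pass in RMVs over RT (adjusted p = 0.132), 1 rose in BMVs (adjusted p = 0.873, with a median that turns from 0.49 to -0.15 under quantile normalization), and 5 were higher in RMVs than in BMVs (adjusted p = 0.0543). In RMVs over BMVs that list passed with centring on the reference genes (0.0397) and the array median (0.00566) and without genes below the first quartile of signal (0.0453). It also passed in the fit of both groups alone (0.0141), with the replicate block (0.0303) and with array weights (0.0491). Of 11 lens and cornea genes 2 rose in BMVs (adjusted p = 0.361) and each stayed within the thresholds in RMVs (adjusted p = 0.911), with medians of 0.58 and 0.33 that turn to -0.04 and -0.31 under quantile normalization. Of 5 skeletal muscle genes 1 rose in BMVs (adjusted p = 0.705), and in RMVs the adjusted p was 0.6, with medians of 0.31 and 0.44 that turn to -0.23 and -0.21 under quantile normalization. Of 195 ribosomal protein genes 4 rose in RMVs (adjusted p = 0.105), and 10 rose and 2 fell in BMVs (adjusted p = 0.483), where quantile normalization gave 3 and 6. In RMVs the ribosomal list passed with quantile normalization (0.00697) and without genes below the first quartile (0.0273) or the median (0.00203) of signal. Of the 3 measured reference genes 1 rose in each isolate (adjusted p = 0.449 and 0.718).

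Of the tests that follow, those on photoreceptor genes, those on fibroblast genes and that on receptor genes in BMVs were chosen after the result was seen. The test on receptor genes in RMVs and the splits of the arrays were planned.

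On the deposited scale photoreceptor genes fell little in RMVs over RT, with a median of -0.41 (-0.49 with quantile normalization, but -1.34 and -1.06 with centring on the reference genes and the array median), and they lay 5.32 (4.49 to 7.14; ranges here and below are bootstrap intervals over genes) above their level in BMVs and so above the background of the probes, while neuronal genes fell further in BMVs. Saturation of bright probes is not settled. The 11 dimmer genes of the list had a median of -0.46 (-0.77 to -0.21) and the brighter genes -0.34, and with centring on the reference genes, which moves all genes alike, -1.39 and -1.27 (-0.68 and -0.36 with quantile normalization). On the deposited scale the dimmer genes thus fell little too, but slightly more than the brighter ones, the direction that saturation would give. The list is bright as a whole, with means of 11.6 to 11.8 in the RT arrays, so its dimmer genes may not be free of saturation. A shift of the deposited scale between RMVs and RT stays open for the small size of the fall, as 18 and 13 of 23 genes were lower with the centrings, while the gap between this list in RMVs and the neurons in BMVs changed little, with 2.16 (1.83 to 2.52) after quantile normalization and 1.96 and 2.26 with the centrings. The centring on the reference genes is itself weighted by B2m, which was enriched in RMVs. RNA of retinal tissue carried over into the RMV isolates may explain it, with RMV signals of 13.87 for Gnat1 and 13.58 for Prph2, and inner retinal neurons moved with the photoreceptors, with a difference of medians of 0.0153 (-0.31 to 0.43), while the larger losses of Müller glia (-0.94) and neurons (-0.78) would need an uneven carry-over. The paper reports that such isolates held no tissue fragments by histology, and a difference between the tissues themselves stays open as untested, so this is a hypothesis found and tested on the same data.

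Fibroblast genes were lower in RMVs than in BMVs. Carry-over of brain tissue is argued against, as the list was 3.25 (2.72 to 3.68) higher in BMVs than in BT, and so is a shift of scale, with -2.61 (-4.04 to -1.21) after quantile normalization. Fibroblasts and macrophages in the BMV isolates are a candidate source, since the 12 genes outside the paper's tables had -2.03 (-3.03 to -1.05) and the macrophage list -1.89, with signals of 12.73 for Dcn and 11.98 for Ogn in BMVs (8.69 and 7.52 in BT). The value of the 12 genes is part of the pattern itself and no separate support. Slc6a20a, Slc13a4 and Slc22a6 of Table 3 are in the fibroblast list, and no other cell type list here holds any of its 15 genes. This follows from how the lists were drawn up and is no evidence of the source. The paper reports that meninges and superficial vessels were removed from the brains, which argues against a source there, and a biological difference between retinal and brain vessels stays open as untested.

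More genes were higher than lower in microvessels on the deposited scale, with 1873 and 172 in RMVs and 2969 and 1903 in BMVs, whereas quantile normalization gave 933 and 917, and 1800 and 2444. Olfactory and vomeronasal receptor genes rose by a median of 0.48 (0.46 to 0.50) in RMVs over RT and 0.43 (0.41 to 0.45) in BMVs over BT, so that an expression of more genes is argued against as the whole cause and a higher background of the microvessel arrays may contribute. In 5 groups of genes by RT signal, the median change in RMVs was 0.52, 0.55, 0.42, 0.14 and -0.15 from the dimmest to the brightest genes. The RT signal that forms these groups is also subtracted in the change. Such a trend can therefore arise without a higher background and does not decide the question. Clusters without a symbol rose by medians of 0.55 and 0.51. After quantile normalization the receptor genes had -0.05 and -0.13.

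The arrays were split 100 times into groups of the same sizes, the real split included. For RMVs against RT no other split gave as many genes, with 2045 in the real split and at most 985 in the others. The same held for BMVs against BT (4872 and 2766), RMVs against BMVs (1993 and 937) and RT against BT (3168 and 1669). For the difference in enrichment 4 splits, the real one included, gave as many genes, with 2828 in the real split and up to 3694 in another. The other splits mix arrays of groups that differ here too, which adds that difference to the spread. In the comparisons of a pair of groups the real split was therefore likely to lead. The splits thus cannot exclude chance or another difference between the arrays of the groups. Why some splits gave more genes for the difference in enrichment was not tested.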
